# Effect of methanol fixation on single-cell RNA sequencing of the murine dentate gyrus

**DOI:** 10.3389/fnmol.2023.1223798

**Published:** 2023-10-04

**Authors:** Marta Sánchez-Carbonell, Patricia Jiménez Peinado, Cathrin Bayer-Kaufmann, Jean-Christopher Hennings, Yvonne Hofmann, Silvio Schmidt, Otto W. Witte, Anja Urbach

**Keywords:** methanol fixation, primary neural cells, SORT-seq, dentate gyrus, adult neurogenesis, single-cell RNA sequencing

## Abstract

Single-cell RNA sequencing (scRNA-seq) provides a powerful tool to evaluate the transcriptomic landscape and heterogeneity of thousands of cells in parallel. However, complex study designs or the unavailability of in-house instruments require the temporal disconnection between sample preparation and library construction, raising the need for efficient sample preservation methods which are compatible with scRNA-seq downstream analysis. Several studies evaluated the effect of methanol fixation as preservation method, yet none of them deeply assessed its effect on adult primary dissociated brain tissue. Here, we evaluated its effect on murine dentate gyrus (DG) single cell suspensions and on subsequent scRNA-seq downstream analysis by performing SOrting and Robot-assisted Transcriptome SEQuencing (SORT-seq), a partially robotized version of the CEL-seq2 protocol. Our results show that MeOH fixation preserves RNA integrity and has no apparent effects on cDNA library construction. They also suggest that fixation protects from sorting-induced cell stress and increases the proportion of high-quality cells. Despite evidence of mRNA leakage in fixed cells, their relative gene expression levels correlate well with those of fresh cells and fixation does not significantly affect the variance of the dataset. Moreover, it allows the identification of all major DG cell populations, including neural precursors, granule neurons and different glial cell types, with a tendency to preserve more neurons that are underrepresented in fresh samples. Overall, our data show that MeOH fixation is suitable for preserving primary neural cells for subsequent single-cell RNA profiling, helping to overcome challenges arising from complex workflows, improve experimental flexibility and facilitate scientific collaboration.

## 1. Introduction

In recent years, high-throughput single-cell RNA sequencing (scRNA-seq) has emerged as a powerful tool in neuroscience research. By obtaining expression data from thousands of cells in parallel, scRNA-seq provides comprehensive insight into the molecular and cellular diversity of the nervous system, from identifying rare cell populations and subtypes, to studying the dynamic changes in tissue composition and gene expression that occur during development, injury, or disease.

The implementation of such studies often involves complex experimental designs and requires highly specialized instrumentation. These factors can be limiting if the necessary equipment is not available at the time of cell isolation and a temporal disconnection between sample preparation and library construction is required. This calls for appropriate preservation methods that maintain sufficient numbers of high-quality cells without compromising transcriptome analysis. To this end, recent studies have developed various protocols to store and preserve cells for scRNA-seq analysis, including methanol (MeOH) fixation. MeOH is a dehydrating fixative that, at high concentrations, denatures proteins but preserves nucleic acids in a collapsed form, which can be reversed by rehydration (Srinivasan et al., 2002; Hostein et al., 2011). Since its discovery as a single cell preservative for scRNA-seq, it has been used primarily in combination with PBS rehydration (Alles et al., 2017; Wohnhaas et al., 2019; Wang et al., 2021b; Gutiérrez-Franco et al., 2023). In principle, this method has proven successful for the preservation of various cell types for scRNA-seq, for example cells from Drosophila embryos, perinatal mouse brain tissue, hiPSC-derived neural cells, and murine and human cell lines (Alles et al., 2017; Wohnhaas et al., 2019; Wang et al., 2021b; Gutiérrez-Franco et al., 2023). However, depending on the cell or tissue type, it can also introduce artifacts, which may alter the transcriptional profiles or cell composition in the dataset (Wohnhaas et al., 2019; Wang et al., 2021b). In some cases, such as human PBMCs or monocyte-derived macrophages, no cDNA at all could be obtained from PBS-rehydrated MeOH-fixed samples (Chen et al., 2018; Wohnhaas et al., 2019). Subsequent studies noted that the failure in some primary cell types was due to RNA degradation during rehydration in PBS, and developed an improved protocol. They demonstrate that resuspension in 3x saline-sodium citrate buffer (SSC) instead of PBS rehydration significantly improves RNA integrity of sensitive cells and can be successfully used for scRNA-seq of PBMCs, kidney cells, and other primary cell types (Chen et al., 2018; Denisenko et al., 2020). To our knowledge, only one study has examined the effects of MeOH on scRNA-seq of brain tissue (Alles et al., 2017) while another one has applied it to establish the cellular composition of the mouse subventricular zone (Zywitza et al., 2018), both using PBS rehydration. However, while the feasibility study of Alles et al. (2017) showed that MeOH fixation preserves the cellular composition of newborn mouse hindbrain and cerebellum, no conclusions can be drawn about the actual effects of MeOH fixation on subsequent scRNA-seq analysis due to the lack of a freshly prepared control sample.

To address this gap and establish a fixation protocol for large-scale analyses of the adult murine dentate gyrus (DG), we conducted a pilot study in which we adapted the MeOH fixation protocol published by Chen et al. (2018) to preserve primary cells isolated from this area for scRNA-seq. The DG, a part of the hippocampal formation, is a relatively small brain structure with important functions in learning, memory and mood regulation (Scharfman, 2007). It received particular attention with the discovery of its potential to generate new neurons throughout life. This relies on a small population of neural stem cells residing in a specific neurogenic niche that provides the appropriate microenvironment to sustain neurogenesis beyond development (Gonçalves et al., 2016). Compared to other methods for studying adult neurogenesis, such as traditional histology, bulk sequencing or single-cell PCR, scRNA-seq offers several advantages, including unbiased, high-resolution and transcriptome-wide analysis, identification of rare and novel cell types or cell states, and cell–cell interaction analysis. However, transcriptional profiling of the DG neurogenic lineage still faces several challenges. This includes the sparsity of stem cells and their progeny compared to the large number of neurons, calling for enrichment methods or pooling of samples if transitory states or the interaction of stem cells with their niche are to be studied. Inaccessibility of instruments to process samples immediately may be another issue, in particular in complex study designs including multiple time points or interventions. To facilitate such studies, treatments are needed that allow long-term storage of primary neural cells without RNA degradation, maintain the cellular heterogeneity of the niche and preserve the molecular status of the cells as at the time of collection.

To this end, we investigated the suitability of MeOH fixation followed by resuspension in SSC buffer to preserve single-cell suspensions of the mouse DG for subsequent scRNA-seq analysis. Quality assessment was based on several parameters, including RNA integrity, cDNA library complexity, number of transcripts and genes per cell, percentage of mitochondrial genes per cell and stress gene expression, clustering, and cell annotation. We identified great similarities but also some differences between the datasets of fixed and freshly processed cells, which need to be considered but did not affect downstream analysis. Taken together, our results show that MeOH fixation combined with SSC resuspension is an effective method to preserve and recover primary cells isolated from the DG for scRNA-seq if samples cannot be processed immediately.

## 2. Methods

### 2.1. Animals

The studies were carried out on a total of 25 C57BL/6 J mice of mixed gender and age. Mice were kept under specific pathogen free conditions on a 14 h light/10 h dark cycle with food and water *ad libitum*. All animal procedures were in strict compliance with the European animal welfare regulations (EU directive 2010/63/EU and 2007/526/EC guidelines) and the German legislation on the protection of animals, and approved by the local animal welfare committee (TWZ22-2017).

### 2.2. DG dissection and single cell dissociation

The DGs were dissected as whole mounts from brain hemispheres in PBS with 10 mM glucose. Each DG was individually subjected to an enzymatic and mechanical dissociation according to manufacturer’s protocols (Neural Tissue Dissociation Kit P, Miltenyi Biotec) and single cells were obtained in DPBS without calcium and magnesium containing 0.1 M D-(+)-Trehalose dihydrate at 4°C. From now on, cells were kept on ice. The density and viability of the cell suspensions were evaluated using trypan blue and a hemocytometer. Thereafter, the cell suspensions were pooled at equal ratios as indicated in the next sections, and either MeOH-fixed or immediately processed for RNA quality assessment or for FAC-sorting (Figure 1), which were conducted independently.

**Figure 1:**
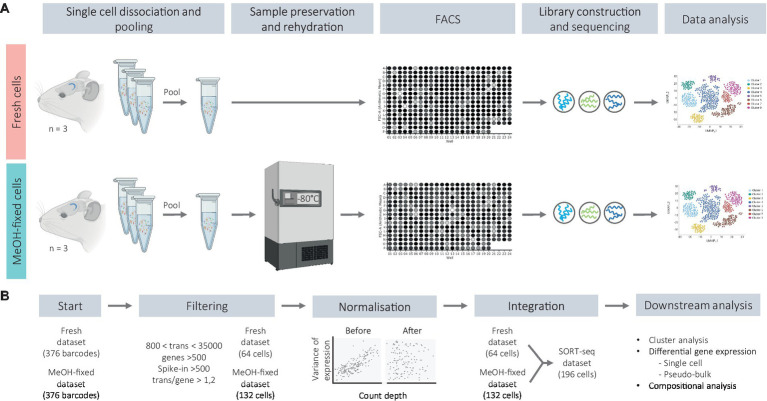
Schematic representation of the experimental workflow **(A)** and bioinformatic analysis **(B)**.

### 2.3. MeOH fixation and rehydration of DG cells

MeOH fixation was adapted from a protocol provided by 10x Genomics (CG000136). After dissociation, cells were transferred to 1.5 mL LoBind DNA Eppendorf tubes and pelleted at 300 rcf at 4°C for 5 min. The supernatant was removed carefully and the cell pellet resuspended in one volume of ice-cold DPBS without calcium and magnesium but containing 0.5 M D-(+)-Trehalose dihydrate. Next, four volumes of 100% MeOH pre-chilled to −20°C were added dropwise while gently mixing the cell suspension (final concentration: 10^6^ cells/mL in 20:80 PBS/MeOH 0,1 M Trehalose). The MeOH-fixed cells were kept at −20°C for 30 min and then stored at −80°C for 3 weeks. For rehydration, suspensions were moved from −80 to 4°C on ice and kept for 5 min to equilibrate the temperature. Cells were pelleted at 1,000 rcf at 4°C for 5 min, and resuspended in 3x SSC Buffer with 0.04% BSA, 0.2 U/μL of RNase inhibitor and 1 mM DL-Dithiothreitol. Subsequently, MeOH-fixed cells were processed independently either for RNA quality assessment or for FAC-sorting (see below).

### 2.4. RNA quality assessment

To obtain sufficient numbers of cells for paired measurements on the same sample, i.e., before and after fixation, we pooled cell suspensions (2x from 3 postnatal day 7 animals, and 3x from 4 adult animals, *n* = 5 independent experiments). One third of each pooled cell suspension was immediately used to extract RNA from freshly isolated cells. The two thirds left were MeOH-fixed, stored and rehydrated 3 weeks later for RNA quality assessment. The RNA was extracted using 1:5 Chloroform-QIAzol, precipitated overnight at −20°C after adding 0.16-fold volumes sodium acetate (2 M pH 4.0) and 1.1-fold volumes isopropanol to the aqueous phase, washed with 75% ethanol and dissolved in DNase/RNase-Free Distilled Water. RNA quality was assessed with Agilent RNA 6000 Nano Kit on an Agilent 2,100 Bioanalyzer (Agilent Technologies, Santa Clara, CA).

### 2.5. Fluorescence-activated cell sorting

Fresh and MeOH-fixed cells were processed using the plate-based SOrting and Robot-assisted Transcriptome sequencing (SORT-seq; Muraro et al., 2016) method at Single Cell Discoveries (Utrecht, Netherlands).

After rehydration of the pooled MeOH-fixed cells (n = 1 from 4 mice pooled), the single cell suspension was centrifuged at 300 rcf at 4°C for 5 min and cells were resuspended in ice-cold DPBS without calcium and magnesium containing 5% HEPES. Next, single cells were FAC-sorted into 384-well microplates containing well-specific barcoded primers, ERCC spike-ins and reverse transcription reagents using a FACSAria™ Fusion cell sorter (BD Biosciences). Wells O21-O24 and P21-P24 were left empty as a no-template control. Different forward and side-scatter parameters were used for gating to discriminate single cells from debris and doublets or aggregates (Supplementary Figure S1). To have the lowest bias between samples, control cell suspensions from age-matched mice were freshly prepared, pooled and FAC-sorted the same day into another 384-well cell capture microplate (*n* = 1 from 3 mice pooled). In this case, Sytox AADvanced™ Dead Cell Stain was added (5 min, at 4°C, in the dark) prior to FAC-sorting to ensure that only viable cells are sorted. The filled microplates were sealed and centrifuged at 2,000 rcf for 2 min at 4°C, snap-frozen on dry ice and stored at −80°C.

### 2.6. Library preparation and sequencing

Microplates containing FAC-sorted cells from fresh and MeOH-fixed samples were shipped on dry ice to Single Cell Discoveries and libraries were prepared according to the CEL-Seq2 protocol (Hashimshony et al., 2016; Muraro et al., 2016). After cell lysis at 65°C, the RNA was reverse transcribed into cDNA followed by second-strand cDNA synthesis. The barcoded cDNA of all wells from one plate was pooled and amplified by *In Vitro* Transcription. The amplified RNA was fragmented, reverse transcribed into cDNA and again amplified using TruSeq small RNA primers (Illumina) to generate the final sequencing libraries. The quality and yield of the amplified RNA and the final cDNA libraries were checked on an Agilent Bioanalyzer. Thereafter, the libraries were paired-end sequenced on an Illumina Nextseq™ 500, high output, with a 1 × 75 bp Illumina kit (R1: 26 cycles, index read: 6 cycles, R2: 60 cycles) aiming at 75000 reads/cell. Raw sequencing data were mapped to the GRCm38 mouse reference genome and preliminary count matrices were generated for each sample using STAR (Spliced Transcripts Alignment to a Reference; dimension of the matrices: number of barcodes x number of transcripts). Briefly, read 1 was used for assigning reads to correct cells and libraries, read 2 was mapped to gene models and reads that mapped equally well to multiple genomic locations were discarded. Read counts were then corrected for amplification bias by using the UMI barcodes. Reads that had identical combinations of library, cellular, and molecular barcodes and were mapped to the same gene were considered duplicates and were removed. The number of UMIs per transcript was counted for each cell barcode, followed by adjusting the transcript counts to the expected number of molecules based on counts, 4,096 possible UMIs and poissonian counting statistics.

### 2.7. Pre-processing of scRNA-seq data

Bioinformatic analysis was conducted using R programming language (R v4.2.0). Raw count matrices were pre-processed using the Seurat package v4.1.0. Firstly, ERCC RNA spike-in number of counts were removed from the count matrices and added into the metadata from the Seurat object. Barcodes with total transcript counts between 800 and 35,000, more than 500 total genes, a transcript to gene ratio greater than 1.2 and more than 500 ERCC counts were considered to contain successfully captured healthy single cells and were positively selected in the filtering step. This resulted in 64 fresh cells and 132 MeOH-fixed cells in the filtered dataset. After removing low quality barcodes, samples were normalized by regularized negative binomial regression (SCTransform) and integrated using the top 2,000 variable genes (Stuart et al., 2019). Based on the elbow plot after principal component analysis (PCA), the top 12 principal components (PCs) were selected for dimensionality reduction and graph-based clustering, and the first 15 PCs were applied for Uniform Manifold Approximation and Projection (UMAP) visualization. The marker genes of each cluster were identified with a Wilcoxon rank sum test implemented in the “FindAllMarkers” Seurat function with the following criteria: adjusted value of *p* <0.05 (FDR correction), log-fold change ≥0.5 and ratio of the detection fraction between the cluster and the rest (pct.1/pct.2) > 2.5.

### 2.8. Stress gene selection

In order to evaluate the stress level of the dissociated and sorted cells, we analyzed the expression of genes coding for transcription factors, signal transducers, heat shock proteins and pro-apoptotic proteins that become rapidly upregulated in the brain under stress conditions resembling those to be expected during cell isolation and sorting, i.e., cell dissociation (van den Brink et al., 2017; Denisenko et al., 2020), traumatic brain injury and ischemia (Urbach et al., 2006; Sieber et al., 2014; Meng et al., 2017). This list comprised *Atf3*, *ARC*, *Casp1*, *Casp9*, *Egr1*, *Hsp90aa1*, *Hsp90ab1*, *Hspa1a*, *Hspa1b*, *Hspa8*, *Hspb1*, *Hspe1*, *Hsph1*, *Ier3*, *Junb*, *REM2*, *Socs3*.

### 2.9. Assessment of ambient RNA contamination

To estimate the levels of non-endogenous, ambient RNA as indicator of mRNA leakage, we applied a tool originally invented to decontaminate droplet-based scRNA-seq data from background RNA (DecontX; Yang et al., 2020). The raw count matrices of each condition after filtering served as input and the raw unfiltered count matrix as background parameter.

### 2.10. Evaluation of dropouts based on expression level

To determine whether MeOH fixation leads to a loss of transcripts depending on their expression level, we calculated the number of dropout events across the entire transcriptome (Wang et al., 2021b). Therefore, we established a set of increasing gene expression level thresholds, applied them on the raw count matrix at a single cell level, and quantified the number of genes with expression levels equal and above each individual threshold for each condition.

### 2.11. Evaluation of gene expression depending on transcript length

The mus_musculus.GRCm38.102 GTF-file was used to calculate the non-overlapping exon length per gene using the package GenomicFeatures (v1.50.4). Gene names were annotated into gene symbol annotation using the package AnnotationDbi (v1.60.2). Pseudo-bulk datasets were generated by averaging the expression profiles of all cells per condition using the AverageExpression function from Seurat and merged with the exon length information. The genes were sorted into 20 different groups based on their length, ensuring that each group contained the same number of genes. Afterwards, the ratio between gene expression levels was calculated per gene by dividing the expression levels in fresh cells by those in fixed cells. Genes were sorted in the same groups as before and the ratios were compared between length groups.

### 2.12. Correlation and hierarchical cluster analysis

Pairwise correlation matrices of all filtered cells were calculated, from either the raw counts or the Pearson’s residuals obtained after SCTransform normalization, with package stats (v4.3.0). To plot these correlation results and evaluate the impact of MeOH on clustering, the package pheatmap (v1.0.12) was applied.

### 2.13. Statistical analysis

Statistical analyses were performed with the package stats (v4.3.0). The Shapiro Wilk test was used to assess normality. Wilcoxon rank-Sum tests for unpaired or paired samples, in cease of RNA integrity experiments, were applied to assess differences between MeOH-fixed and fresh cells, and *p*-values were corrected by false discovery rate (FDR) when multiple comparisons were performed. *p*-values and adjusted *p*-values < 0.05 were considered statistically significant.

## 3. Results

### 3.1. MeOH fixation preserves RNA integrity and has no detectable effect on cDNA library construction

MeOH is a fixative that dehydrates cells, preserves the nucleic acids in a collapsed form and can be completely removed by SSC-based rehydration (Chen et al., 2018). To evaluate the effect of this procedure on transcriptome analysis of DG cells, we first compared the quality of the RNA isolated from MeOH-fixed-rehydrated and fresh cells as well as the fragment size distribution in cDNA libraries before sequencing. RNA of equally high quality could be extracted from both, fresh and MeOH-fixed cells (RIN mean > 8; Figures 2A,B). Likewise, the electropherograms of the cDNA libraries from MeOH-fixed and fresh cells appeared highly similar (fresh vs. MeOH: cDNA conc.: 3,115 vs. 2,992 pg./μL; av. size: 511 vs. 510 bp; Figure 2C). These results suggest that high quality RNA, and cDNA libraries of similar complexity to fresh cells can be obtained from MeOH-fixed cells.

**Figure 2:**
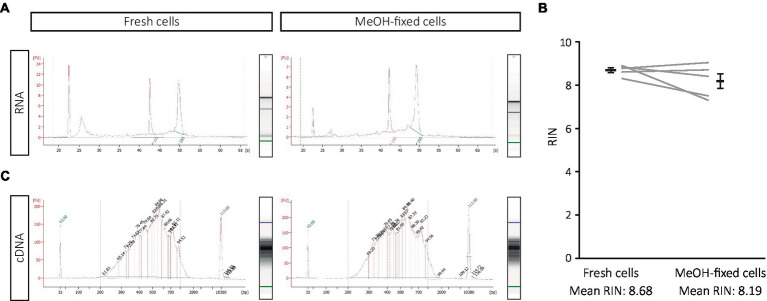
Effect of MeOH fixation on RNA quality and cDNA library construction from DG samples. **(A,B)** RNA integrity from freshly dissociated and MeOH-fixed cells after SSC-based rehydration, with **(A)** showing a representative electropherogram of one of the five the experiments displayed in **(B)**. **(C)** Electropherograms of the cDNA libraries from freshly dissociated and MeOH-fixed cells. Statistics: Shapiro Wilk test for normality and Wilcoxon test for paired samples.

### 3.2. MeOH fixation reduces stress arising from microfluidic single cell capture

Single-cell RNA sequencing (scRNA-seq) uses fluorescence-activated cell sorting (FACS) or microfluidic-based instruments such as the Fluidigm C1 or the 10x Chromium controller to capture single cells into individual reaction containers. Even if the processes have been highly optimized, the pressure and shear stress during FACS isolation could negatively affect the quality of sorted cells, potentially impacting downstream analysis. Similarly, long capture times and exposure to hostile buffers during droplet encapsulation may alter the physiological states of the cells. 

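In SORT-seq, single cells are sorted into the wells of a plate, where each well holds a primer with its own barcode, and transcripts are counted by unique molecular identifiers (UMIs), short random tags that mark single molecules before amplification. One plate of 384 barcodes was made from fresh cells pooled from 3 mice and one plate of 384 barcodes from MeOH-fixed cells pooled from 4 mice and stored for 3 weeks, and 8 wells of each plate were left without a cell as controls. A dead cell stain was used when fresh cells were sorted and not when MeOH-fixed cells were sorted. The authors mapped the reads to GRCm38 with STAR, discarded reads that mapped equally well to several places, removed duplicates by UMI and adjusted each count to the number of molecules expected when 4096 UMIs are possible. The deposited counts are therefore not whole numbers, but the whole UMI number behind each was recovered by inverting the adjustment, which had raised the summed counts by 1.12%. The fresh plate held 684174 transcripts from 674286 UMIs, and the MeOH-fixed plate held 819382 transcripts from 812673 UMIs, over 15474 genes. The cells that passed the filtering held 542483 transcripts on the fresh plate and 735162 on the MeOH-fixed plate. Spike-in (ERCC) counts were used as deposited, for filtered cells. Gene levels were compared as CPM, the counts summed over the filtered cells of a plate and scaled to a common total, and genes per cell both as counted and after each cell was thinned at random to 800 UMIs, since both depend on depth. Cell identities are those of the authors' annotation. There was 1 library per condition, so no difference has a replicate check and no test was made. Exact Poisson intervals of counts and exact Clopper-Pearson intervals of shares, all at 95%, cover counting error only.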

Here, we evaluated the expression level of mitochondrially encoded genes as a sign of stressed, poor-quality and damaged cells, where a high percentage of mitochondrial gene expression per barcode was considered indicative (Chen et al., 2018; Osorio and Cai, 2021). 

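The percentage was computed from the 37 mitochondrially encoded genes over all counts without spike-ins. In the filtered cells these genes took 13.9% of the UMIs of fresh cells (exact interval 13.8 to 14.0%) and 10.2% of those of MeOH-fixed cells (10.1 to 10.3%). The most abundant of them in fresh cells was the 16S ribosomal RNA mt-Rnr2 (mitochondrial genome, 1094 to 2675 in GRCm38), which fell from 29217 CPM (28753 to 29686) in fresh cells to 11911 CPM (11660 to 12165) in MeOH-fixed cells and was lower in all 8 cell identities. It made up 20.8% of the mitochondrial UMIs of fresh cells and 11.6% of those of MeOH-fixed cells.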

The percentage of mitochondrial gene expression was calculated and compared between conditions before filtering of the dataset to analyze the state of all sorted cells (barcodes), and after filtering to see if there were still differences in the barcodes considered as good quality cells. Filtering consisted in retaining all barcodes that had between 800 and 35,000 transcripts, more than 500 genes, more than 500 spike-in transcripts and a ratio of transcript per gene greater than 1.2. 

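Fewer than 800 transcripts were counted in 288 of the fresh and 231 of the MeOH-fixed barcodes. Of the barcodes with enough transcripts, 31 fresh and 21 MeOH-fixed ones had 500 genes or fewer. A single fresh barcode, with 45332 transcripts, exceeded the upper limit. The ratio of transcripts to genes was 1.2 or less in 23 fresh and 26 MeOH-fixed barcodes. The criterion on spike-ins removed no barcode that met the other criteria, and the lowest spike-in count of a retained cell was 687 for fresh cells and 572 for MeOH-fixed cells.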

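Over all barcodes, the median percentage of mitochondrial counts was 39.3% on the fresh plate (quartiles 24.5 and 57.2%) and 20.5% on the MeOH-fixed plate (quartiles 10.7 and 35.1%), a difference of -18.8 percentage points. The means were 41.1% and 24.0%. More than 50% of the counts were mitochondrial in 134 fresh and 31 MeOH-fixed barcodes. The difference depended most on how barcodes of few transcripts were treated. Among barcodes with at least 800 transcripts the medians were 18.1% and 11.3%, and among those with at least 100 transcripts they were 46.0% and 17.7%.

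**Figure D1:**
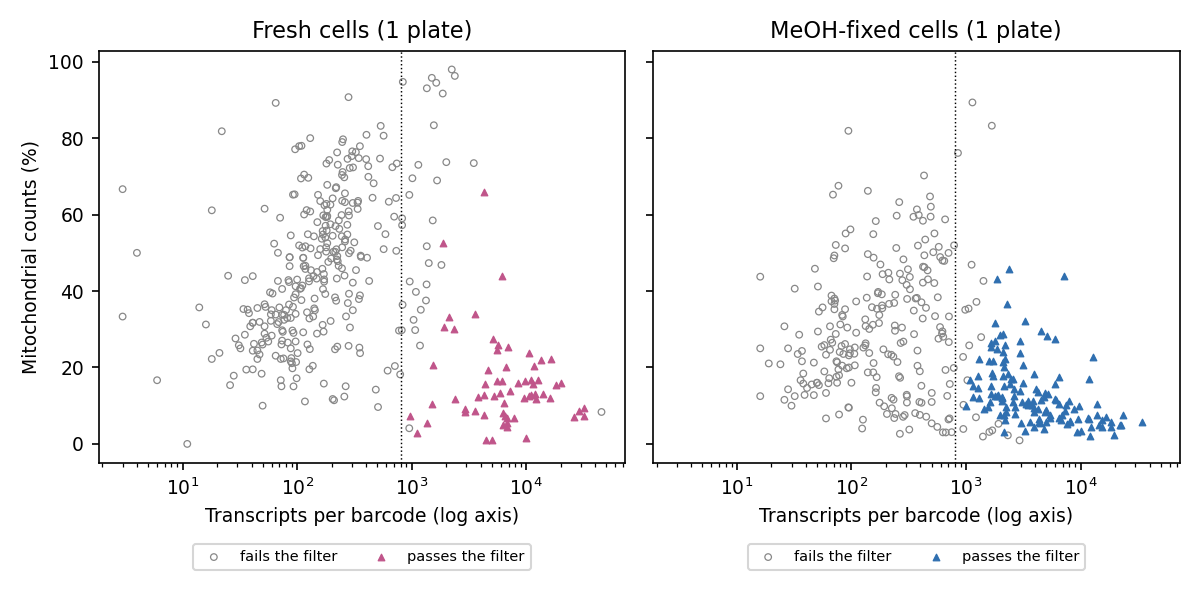
Percentage of mitochondrial counts (vertical axis) against transcripts per barcode (horizontal log axis), with 1 panel per plate. Filled triangles passed the filtering, open circles did not, the dotted line marks 800 transcripts, and the 1 fresh barcode without any count is not drawn; the barcodes above 50% are mostly fresh ones under the line.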

Before filtering, barcodes of MeOH-fixed samples comprised a significantly lower proportion of mitochondrial gene expression than those of fresh cells (Figure 3A). Filtering significantly reduced the percentage of mitochondrial genes in the dataset, although it was not used as filtering criterion, suggesting that it successfully removed low quality cells (Figure 3B). Moreover, the differences between fresh and fixed cells decreased to a level that was not statistically significant (Figure 3B). 

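The barcodes that failed had a median of 44.5% mitochondrial counts on the fresh plate and 26.7% on the MeOH-fixed plate, with a median of 168 and 192 transcripts. Those that passed had a median of 12.9% and 11.2%, and held 79.3% of the transcripts of the fresh plate and 89.7% of those of the MeOH-fixed plate.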

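After filtering, the difference between the medians was -1.68 percentage points, and the quartiles overlapped over most of their range, 8.17 to 20.1% in fresh cells and 7.00 to 17.5% in MeOH-fixed cells. The median was lower in MeOH-fixed cells in 5 cell identities and higher in 3. With equal weight for each identity the direction changed, with 12.1% in fresh cells and 12.4% in MeOH-fixed cells.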

We next analyzed the expression levels of individual stress-related immediate early genes to assess whether traces of stress remained in the filtered dataset. This revealed that three stress genes (Figure 3C) were significantly less expressed in MeOH-fixed cells than in fresh cells, indicating that MeOH fixation mitigates single cell capture-induced stress response.

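Of the 17 stress genes, 4 had lower CPM in MeOH-fixed cells with exact Poisson intervals that did not overlap. Egr1 (chromosome 18, 34859823 to 34864984; these and the later coordinates are from GENCODE vM21 on GRCm38) was counted with 176 UMIs in fresh cells, or 325 CPM (279 to 377), and with 62 UMIs in MeOH-fixed cells, or 84.4 CPM (64.7 to 108). Its share of cells with a count was 35.9% and 15.9%, and 14.1% and 5.30% after thinning to equal depth. Junb (chromosome 8, 84974484 to 84978718), which overlaps Prdx2 on the opposite strand, went from 164 CPM (132 to 202) to 38.1 CPM (25.3 to 55.1). Ier3 (chromosome 17, 35821684 to 35822923) went from 83.1 CPM (60.6 to 111) to 15.0 CPM (7.47 to 26.8). Atf3 (chromosome 1, 191170296 to 191218039), which overlaps Gm24748 on the opposite strand, went from 84.9 CPM (62.2 to 113) to 6.80 CPM (2.21 to 15.9).

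In the other direction, 4 heat shock genes had higher CPM in MeOH-fixed cells with intervals apart: Hsp90aa1 (chromosome 12, 110690605 to 110702728; log2 ratio 0.41), Hsp90ab1 (chromosome 17, 45567775 to 45573271; 0.27), Hspa8 (chromosome 9, 40800984 to 40810087, with 3 small nucleolar RNA genes inside it on the same strand; 0.68) and Hsph1 (chromosome 5, 149614287 to 149636376; 0.84). As mean counts per cell, which carry the lower depth of the MeOH-fixed cells, the log2 ratios of Hsp90aa1 and Hsp90ab1 changed sign, to -0.20 and -0.34. The intervals of the remaining 9 genes overlapped or rested on a count of 0. Among these were the paralogs Hspa1a and Hspa1b, between which reads can be lost or split, with 14 and 7 UMIs in fresh cells and 6 and 17 in MeOH-fixed cells.

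Summed over the list, the stress genes had 4228 CPM (4056 to 4404) in fresh cells and 5000.1 CPM (4840 to 5165) in MeOH-fixed cells, a log2 ratio of 0.24. The sum moved most when the 8 heat shock genes were left out, to 711 CPM (641 to 785) against 199 CPM (168 to 234), a log2 ratio of -1.84. Of the 385 UMIs of these 9 other genes in fresh cells, 302 came from the 10 microglia, and of the 146 UMIs in MeOH-fixed cells 37 came from the 7 microglia. In microglia they had 6504 CPM (5791 to 7281) in the fresh and 2512 CPM (1769 to 3463) in the MeOH-fixed library, and in all other cells together 167 CPM (133 to 208) and 151 CPM (124 to 183).

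**Figure D2:**
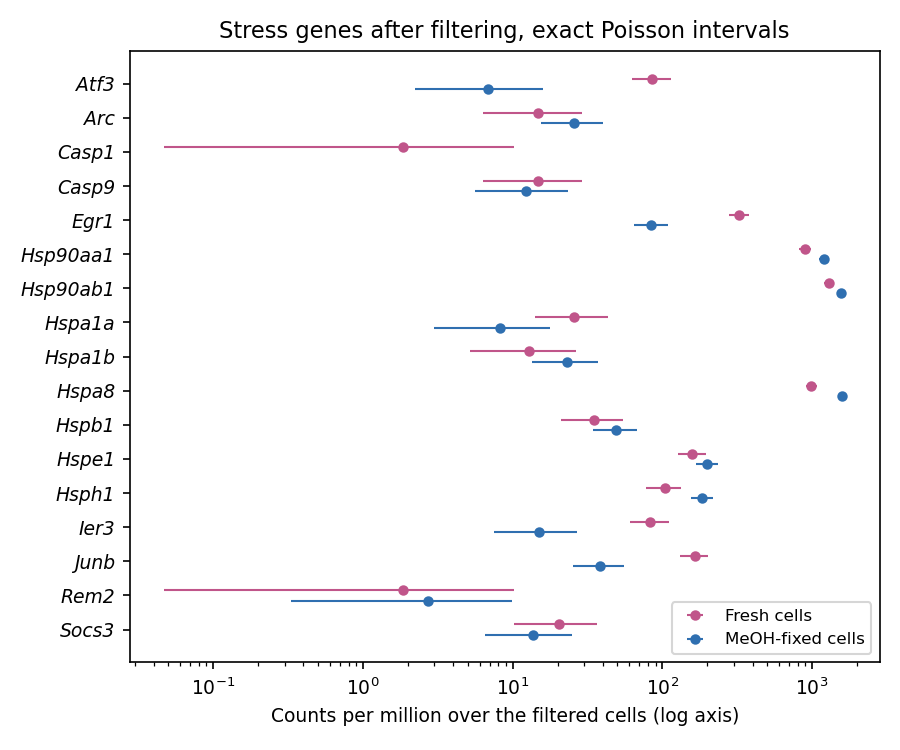
CPM of each stress gene over the filtered cells (horizontal log axis), fresh and MeOH-fixed, with exact Poisson intervals as bars; a count of 0 (Casp1, MeOH-fixed) is not drawn. Egr1, Junb, Ier3 and Atf3 lie lower in MeOH-fixed cells with intervals apart, and Hsp90aa1, Hsp90ab1, Hspa8 and Hsph1 higher.

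**Figure D3:**
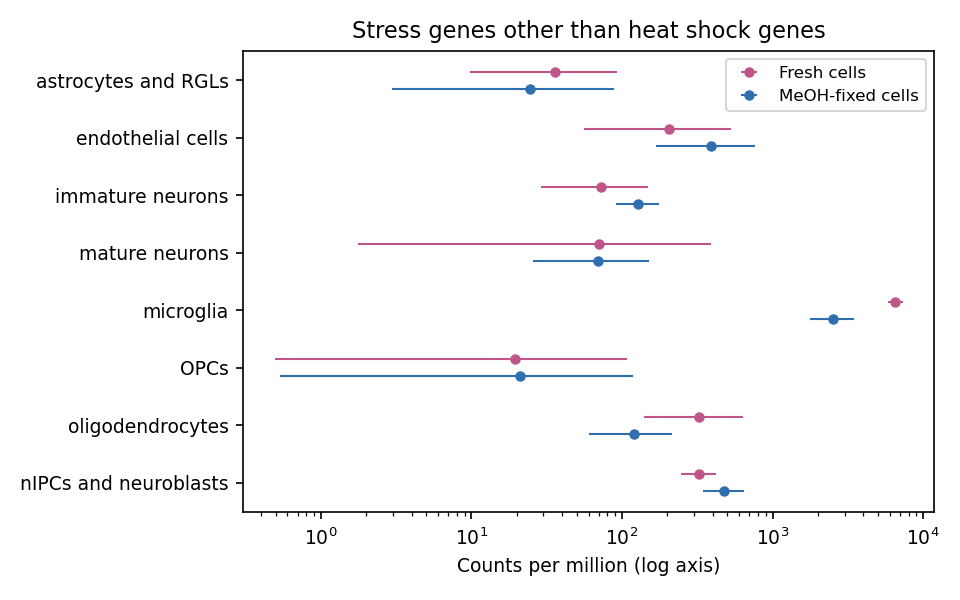
Summed CPM of the 9 stress genes other than heat shock genes (horizontal log axis) in each cell identity, fresh and MeOH-fixed, with exact Poisson intervals as bars. Microglia are the only identity whose intervals are apart.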

**Figure 3:**
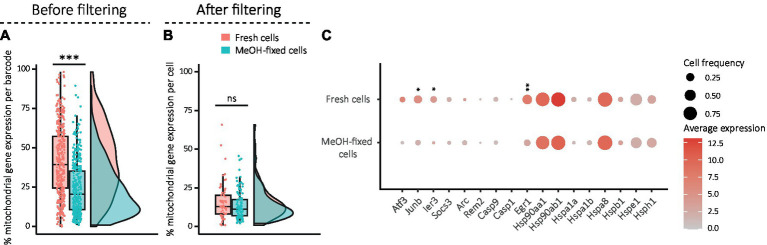
Evaluation of damage and stress signatures in fresh and MeOH-fixed DG cells. **(A,B)** Combination of box and density plots showing the percentage of mitochondrial gene expression **(A)** per barcode before filtering (fresh: mean: 41%, median: 39%; MeOH: mean: 20%, median: 21%) and **(B)** per cell after filtering (fresh: mean: 15.9%, median: 13.9%; MeOH: mean: 13.6%, median: 11%), horizontal lines indicating the median. **(C)** Dotplot showing the average expression of stress gene markers after filtering. The circles’ areas from the dotplot are proportional to the frequency of cells with expression >0 within the condition and the color encodes the average expression level across all cells within the condition. Statistics: **(A–C)** Shapiro Wilk test for normality and Wilcoxon rank-Sum test for unpaired samples (***p < 0.001) with FDR correction in **(C)**; *adj. *p* < 0.05, **adj. *p* < 0.01, ***adj. *p* < 0.001.

### 3.3. MeOH-fixed samples possess a higher fraction of good quality cells but show signs of RNA leakage

Organic fixatives such as MeOH can compromise the cell membrane structure, leading to the loss of cytoplasmic mRNAs (Hobro and Smith, 2017). To assess the quality of the samples immediately after sorting, and to detect any possible indications of general leakage, we compared the transcripts and genes per barcode before quality control filtering. 

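Before filtering, the median was 209 transcripts per barcode on the fresh plate (quartiles 93.8 and 799.8) and 444 on the MeOH-fixed plate (quartiles 133 and 2156), a log2 ratio of 1.09. The means, 1782 and 2134, were closer, with a log2 ratio of 0.26, which was the largest change among the alternatives. Without mitochondrial genes the medians were 90.0 and 276 transcripts. The median number of genes was 80 on the fresh plate and 178 on the MeOH-fixed plate, a log2 ratio of 1.15. After each barcode was thinned to 100 UMIs, which left out 105 fresh and 84 MeOH-fixed barcodes with fewer, the medians were 54 and 73.5 genes.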

Our analysis revealed that the MeOH-fixed sample had significantly higher numbers of transcripts and genes per barcode than the fresh sample (Figures 4A,B), indicating that, in general, the MeOH-fixed sample comprised a larger number of high-quality cells in comparison to the fresh sample. 

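Of the 384 barcodes on each plate, 64 passed on the fresh plate, or 16.7% (exact Clopper-Pearson interval 13.1 to 20.8%), and 132 on the MeOH-fixed plate, or 34.4% (29.6 to 39.4%), a difference of 17.7 percentage points. An added limit of 25% mitochondrial counts moved this most, to 16.1 points, with 54 fresh and 116 MeOH-fixed cells left.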

As expected, a greater number of cells survived the filtering step in the MeOH-fixed sample (*n* = 132 out of 378 cells) than in the fresh one (*n* = 64 out of 378 cells). 

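The median of the filtered cells was 6332 transcripts in fresh cells (quartiles 4272 and 10938) and 3463 in MeOH-fixed cells (quartiles 2093 and 6549), a log2 ratio of -0.87. With equal weight for each cell identity the log2 ratio was -1.20, the value farthest from it among the alternatives. The means were 8476 and 5569 transcripts. The median number of genes was 2259 in fresh cells and 1448.5 in MeOH-fixed cells, a log2 ratio of -0.64. After each cell was thinned to the same number of UMIs, which left out no cell, the medians were 516.5 and 513 genes, a log2 ratio of -0.01.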

Surprisingly, the remaining high-quality fixed cells exhibited significantly lower numbers of transcripts and genes in contrast to fresh cells (Figures 4C,D). This indicates a possible mRNA leakage in MeOH-fixed cells, which might have been obscured by the substantial proportion of low-quality fresh cells in the unfiltered dataset. 

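The median number of transcripts was lower in MeOH-fixed cells in each of the 8 cell identities, with log2 ratios from -0.65 in endothelial cells to -1.58 in nIPCs and neuroblasts. Immature neurons, the richest identity, had a median of 29094 transcripts in 5 fresh cells and 11739 in 25 MeOH-fixed cells. Spike-ins were counted at similar depth on both plates, with a median of 1368 in fresh and 1233 in MeOH-fixed cells, so that transcripts per spike-in count were 5.03 and 3.11, a log2 ratio of -0.69. Barcodes rich in transcripts were about equally frequent on both plates. At least 5000 transcripts were counted in 44 fresh and 45 MeOH-fixed barcodes and at least 10000 in 20 and 20, whereas at least 2000 were counted in 62 fresh and 106 MeOH-fixed barcodes.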

To investigate the possibility of RNA leakage further, we applied a tool developed to decontaminate scRNA-seq datasets from ambient RNA (DecontX). Ambient RNA typically originates from leaky cell membranes or cells damaged during dissociation, and can therefore be considered as indication of RNA leakage. The detected amounts of contaminating mRNA suggest that MeOH-fixed cells contained more ambient mRNA than fresh cells (Figure 4E; ~1.5% median difference), supporting our assumption of mRNA leakage in fixed cells.

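The contamination fractions of DecontX were not analysed here. In their place, the percentage of a cell's counts that came from marker genes of the other cell identities was computed. Its median was 0.248% in fresh cells (quartiles 0.156 and 0.408%) and 0.405% in MeOH-fixed cells (quartiles 0.235 and 0.549%), and the means were 0.426% and 0.489%. It was higher in MeOH-fixed cells in 7 of 8 identities, the exception being immature neurons with 0.518% and 0.510%. Neighbouring identities share some of these markers. With markers of the other class only, non-neuronal genes in neuronal cells and the reverse, a measure chosen after the data were seen, the medians were 0.0883% and 0.105%, and 4 of 8 identities were higher in MeOH-fixed cells.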

**Figure 4:**
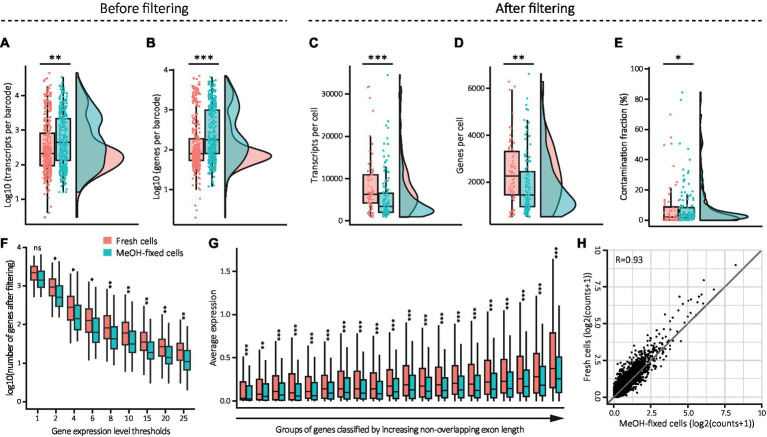
Effect of MeOH fixation on gene expression values from DG cells. **(A–E)** Combination of box and density plots showing the distribution of transcripts (**A**, fresh: mean: 1,782, median: 209; MeOH: mean: 2,134, median: 444) and genes per barcode (**B**, fresh: mean: 497, median: 80; MeOH: mean: 740, median: 178) before quality control filtering, and the distribution of transcripts (**C**, fresh: mean: 8,476, median: 6,332; MeOH: mean: 5,569, median: 3,463), genes (**D**, fresh: mean: 2,395, median: 2,259; MeOH: mean: 1,895, median: 1,449) and ambient RNA contamination fraction (**E**, fresh: mean: 0.082, median: 0.020; MeOH: mean: 0.083, median: 0.035) in cells remaining after filtering, horizontal lines indicating the median. **(F)** Effect of MeOH fixation on gene detection depending on their expression level. Nine gene expression thresholds were applied on the raw matrix of counts. Each category on the x axis represents the sum of all genes with an expression level equal and above the defined threshold. **(G)** Comparison of average detection levels of genes depending on their length, from left to right (in bp): 66–1,272, 1,272–1701, 1702–2083, 2084–2,419, 2,419–2,724, 2,724–3,031, 3,033–3,341, 3,342–3,652, 3,652–3,995, 3,995–4,358, 4,358–4,733, 4,734–5,193, 5,194–5,631, 5,633–6,129, 6,130–6,772, 6,774–7,556, 7,556–8,514, 8,514–9,857, 9,859–12,513 and 12,520–117,334. **(H)** Pseudo-bulk gene expression correlation of MeOH-fixed and fresh cells. Statistics: **(A–G)** Shapiro Wilk test for normality and Wilcoxon rank-Sum test for unpaired samples (*p < 0.05, **p < 0.01, ***p < 0.001) with FDR correction in **(F,G)** (*adj. *p* < 0.05, **adj. *p* < 0.01, ***adj. *p* < 0.001). **(H)** Pearson’s correlation test.

### 3.4. Relative gene expression levels of fixed cells correlate well with those of fresh cells

We next tested whether this apparent leakage affects transcripts depending on their expression level or depending on their length, and thus may introduce bias into downstream analysis. To do so, we first compared the number of dropout events across the entire transcriptome. This was achieved by setting a series of increasing thresholds for the gene expression level in the raw count matrix at the single cell level and assessing the number of genes remaining as the threshold increased (Figure 4F). Regardless of the expression threshold, we detected fewer genes in MeOH-fixed cells compared to fresh cells, indicating that MeOH fixation leads to a loss of transcripts independently of their abundance. 

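At all 9 thresholds the median number of genes per cell was lower in MeOH-fixed cells. Genes with at least 2 counts numbered 950 in fresh and 516 in MeOH-fixed cells, those with at least 10 counts 61 and 31.5, and those with at least 25 counts 22 and 11. Above the lowest threshold the log2 ratio ranged from -0.88 to -1.04. Thinning the cells to equal depth changed this most. The medians were then lower in MeOH-fixed cells at 6 of the 9 thresholds, with 88 genes in fresh and 96.5 in MeOH-fixed cells at 2 counts, 7 and 5.5 at 10 counts, and 2 and 1 at 25 counts.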

Next, we determined if the leakage affected long and short transcripts differently by classifying groups of genes based on their exon length and comparing their group average expression levels. This revealed that MeOH-fixed cells had significantly fewer transcripts in each gene length group (Figure 4G). 

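Exon lengths were taken from GENCODE vM21, in which 15321 of the gene names, or 99.0%, were found, and the 12773 genes counted in both libraries were divided into 20 groups of equal size. The mean count per cell was lower in MeOH-fixed cells in 20 of 20 groups, and so was the median over genes. In the group of the shortest genes (66 to 1339 bp) the mean was 1.58 counts in fresh and 0.974 in MeOH-fixed cells, and in the group of the longest (12810 to 123179 bp) it was 1.04 and 0.615.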

To assess if the fixed cells had a lower number of transcripts regardless of gene length, we calculated the expression ratio for each gene by dividing the value in fresh cells by that in fixed cells and sorted the genes into the same gene length groups as before. This showed that the ratio increments significantly as the gene length increases, indicating that the differences in expression levels between conditions become greater with increasing gene length (Supplementary Figure S2 and Supplementary Table S1). 

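The ratio of fresh to MeOH-fixed expression had a median log2 value of 0.63 in the group of the shortest genes and 0.72 in that of the longest, and the lowest median, 0.46, was found between 4551 and 4960 bp. Across genes, which are not independent replicates, Spearman's rho between exon length and the ratio was 0.0183. It was larger among the 4873 genes with at least 20 counts in each library, 0.0903, where the median log2 ratio was 0.51 in the group of the shortest and 0.74 in that of the longest genes. On the CPM scale, which takes out the difference in depth, the medians of the groups lay between -0.15 and 0.12. Within cell identities rho was above 0 in 7 of 8, the exception being oligodendrocytes with -0.146.

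**Figure D4:**
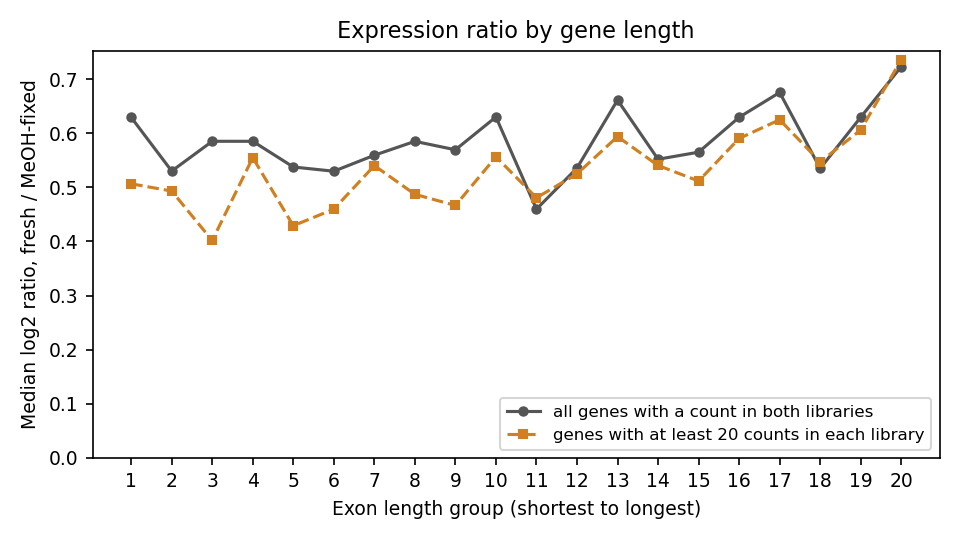
Median log2 ratio of mean counts per cell, fresh over MeOH-fixed (vertical axis), in 20 groups of genes by exon length (horizontal axis), for all genes counted in both libraries and for those with at least 20 counts in each. All medians lie above 0, and both lines are highest in the group of the longest genes.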

Finally, we checked if MeOH fixation changes overall gene expression levels. Therefore, we performed a correlation analysis on pseudo-bulk gene expression profiles derived from fresh and fixed samples after filtering. This revealed a strong positive linear correlation between the two sample types (Pearson’s correlation coefficient of *r* = 0.93), indicating that the transcriptome of MeOH-fixed cells is highly similar to that of fresh cells (Figure 4H).

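Pearson's r across genes of log2(mean count per cell + 1) was 0.928. It was 0.865 for log2(CPM + 1), the lowest of the scales tried, and Spearman's rho was 0.886. For comparison, r was computed over 100 random draws of 32 cells. Its median was 0.912 between sets of fresh cells, 0.924 between sets of MeOH-fixed cells and 0.889 between a set of each condition. Within cell identities r lay between 0.757 and 0.911, except for mature neurons, where it was 0.409 with 2 fresh cells.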

Collectively, these findings indicate that although MeOH fixation may cause RNA leakage and a slightly higher tendency toward the loss of longer transcripts, it does not introduce significant bias in gene expression levels.

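Among the 1022 genes with at least 200 counts over both libraries and a count in at least 10% of the filtered cells of one, 842 genes, or 82.4%, had CPM within 2-fold of each other. The median log2 ratio of MeOH-fixed over fresh was 0.25. The highest ratios were those of Calb1 (chromosome 4, 15881264 to 15908064), from 27.7 CPM (15.5 to 45.6) to 357 CPM (315 to 403), and of Cck (chromosome 9, 121489824 to 121495694), Btbd3 (chromosome 2, 138256565 to 138589292), Mobp (chromosome 9, 120149707 to 120181484, with Gm38642 on the same strand) and Hpca (chromosome 4, 129111570 to 129122036, overlapping Tmem54 on the opposite strand), with log2 ratios of 2.51, 2.45, 2.29 and 2.17. The lowest were those of Atp2a1 (chromosome 7, 126445858 to 126463108, overlapping Rabep2 on the opposite strand), from 446 CPM (391 to 506) to 35.4 CPM (23.1 to 51.9), and of Sox4 (chromosome 13, 28948919 to 28953713, overlapping Gm26735 on the opposite strand), Dcx (chromosome X, 143855842 to 143933311), Ttc28 (chromosome 5, 110879803 to 111289780, overlapping 6 genes on the same strand and 2 on the opposite one) and Sox11 (chromosome 12, 27334264 to 27342574), with log2 ratios of -2.85, -2.34, -2.20 and -2.11. With equal weight for each cell identity these 10 genes kept their direction, with log2 ratios from -3.39 for Atp2a1 to 2.80 for Calb1, although Dcx, Ttc28 and Sox11 were lower in fewer identities than they were higher in. From the lower number of transcripts and genes per cell after filtering and the larger amount of ambient RNA, the paper proposes that RNA leaks from MeOH-fixed cells. It reasons from the thresholds that the loss does not depend on abundance and from the ratios by length that it is slightly greater for long transcripts. Taking its findings together, it reads gene expression levels as nevertheless not biased to a significant degree.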

### 3.5. Clustering and cell annotation remain unaffected after MeOH fixation, while cell type composition changes

To explore if MeOH fixation affects scRNA-seq downstream analysis and biological inference, we evaluated its effect on the transcriptome profile and cell type composition from DG samples. Firstly, we assessed the impact of fixation on the variance in their transcriptomic profiles by applying principal component analysis (PCA) and testing whether fixation explains the variance in the first 11 principal components (PCs). The scatter plots of PC1 against PC2 to PC11 showed that the cells were distributed independently of their treatment (Figure 5A), indicating that fixation is not a source of variation and confirming that fixed and fresh cells have similar expression patterns. 

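After normalization with SCTransform and integration of both libraries, condition explained at most 1.05% of the variance of any of the first 11 PCs (PC3), whereas cell identity explained up to 91.9% (PC2). The authors clustered the identities from PCs of these same data, so a high value for identity is built in. When the libraries were merged without integration, condition explained up to 6.26% (PC4). On log-normalized values without integration it explained up to 6.20% (PC1). After thinning to equal depth these gave 6.41% (PC1), the largest of the values obtained. Of the variance left after cell identity, condition explained up to 14.4% after integration (PC3) and up to 12.5% without it (PC4). Integration used 616 pairs of anchor cells and 50 neighbours, since the default number exceeded the fresh cells.

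**Figure D5:**
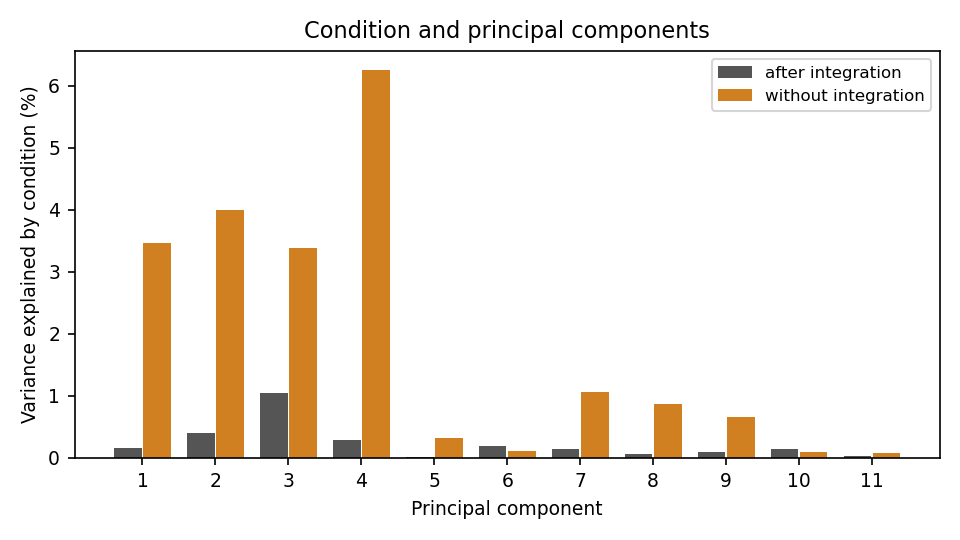
Percentage of the variance of each PC explained by condition (vertical axis) for PC1 to PC11 (horizontal axis), after integration and without it. The highest bars are 1.05% at PC3 after integration and 6.26% at PC4 without it.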

To verify these results, we calculated the pairwise correlation matrix from the raw counts and grouped the cells according to the Euclidean distance between their correlation factors, allowing comparison of fixed and fresh cells in all dimensions of their transcriptome regardless of cell identity (Figure 5B). Consistent with the previous result, no high correlation spot formed by only fresh or fixed cells could be identified and no cells clustered by condition were observed, indicating that MeOH fixation is not affecting the transcriptome profile of the cells.

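In the raw counts, the mean r between pairs of cells was 0.658 among fresh cells, 0.554 among MeOH-fixed cells and 0.576 between conditions. The mean of the 2 values within a condition exceeded the value between conditions by 0.0296, while with each pair of cells weighted equally, an alternative chosen after the data were seen, the difference was -0.00274. Pairs of the same cell identity had a mean r of 0.671 and pairs of different identities 0.558. With Spearman's rho the difference was 0.00807, with equal weight for each condition. Of the 10 nearest neighbours of a fresh cell, 63.0% were fresh, where fresh cells made up 32.7% of all cells and the identities alone would give 37.2%. Of those of a MeOH-fixed cell, 77.4% were MeOH-fixed, where the identities alone would give 72.2%. On log-normalized values this was 52.3%, below the 71.2% that the identities alone would give. After thinning, on log-normalized values, 45.0% of the neighbours of fresh cells were fresh. When the dendrogram was divided into 8 clusters, each held cells of both conditions, and the largest of them 27 fresh and 29 MeOH-fixed cells.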

**Figure 5:**
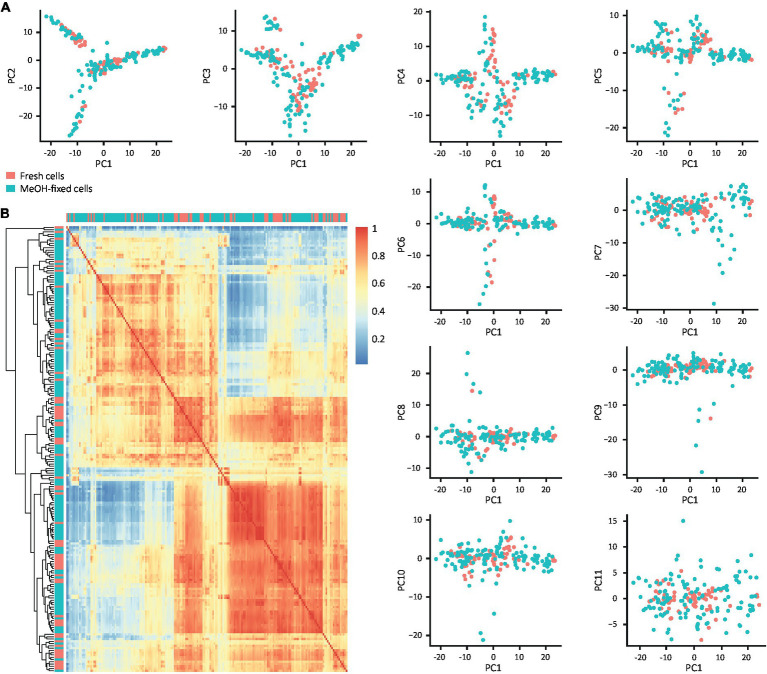
Effect of MeOH fixation on the transcriptome profiles of filtered DG cells. **(A)** Scatter plots of the first 11 PCs confronted with PC1. **(B)** Heat map of pairwise correlation coefficients of the raw count matrix for fixed and fresh cells. Cells in the heat map are ordered according to clustering based on the Euclidean distance of the correlation coefficients. The color scale indicates the degree of correlation (blue, low correlation; red, high correlation) and the labels represent the individual cells.

Secondly, to study the effect of MeOH fixation on cell type composition, we performed graph-based clustering of the cells and identified the cell identities based on the results of differential gene expression analysis between each cluster and all remaining cells. This revealed 8 distinct clusters representing the major DG cell populations showing similarity between conditions (Figure 6A), i.e., astrocytes and radial glia-like cells (RGLs; *S100β*, *Sox2*, *Sox9*, *Aldoc*, *Hopx*, and *Id4*), neural intermediate progenitor cells (nIPCs) and neuroblasts (*Eomes*, *DCX*, *Ccnd2*, *Sox11*, *Calb2*), immature neurons (*Dsp., Gda*, *Rbm24*, *Rasgrf2*, *Rbfox3*, and *Ncam1*), mature neurons (*Rasgrp1*, *Smad3*, *Kcnip3*, *Mfsd4*, and *Tanc1*), microglia (*Csf1r* and *Cx3cr1*), oligodendrocytes (*Mbp* and *Plp1*) oligodendrocyte progenitor cells (OPCs; *Oligo1*, *Sox10*, and *Cspg4*) and endothelial cells (*Prom1* and *Esam*).

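Each identity was annotated in both libraries. Of the 31 markers the paper names, 26 had higher CPM in their own identity than in all other cells together in the fresh library, and 30 in the MeOH-fixed library. Aldoc (chromosome 11, 78322968 to 78327781) had 7429 CPM in fresh and 6513 CPM in MeOH-fixed astrocytes and RGLs, against 78.8 and 96.4 CPM in the other cells. Csf1r (chromosome 18, 61100598 to 61132149, with Mir6983 on the same strand and overlapping Hmgxb3 on the opposite one) had 5011 and 5099 CPM in microglia, against 12.1 and 8.33 CPM elsewhere. Sox10 (chromosome 15, 79154908 to 79165240) had 1838 and 2749 CPM in OPCs. Gda (chromosome 19, 21391307 to 21473445) had 320 and 513 CPM in immature neurons, and Esam (chromosome 9, 37528078 to 37538319) 513 and 774 CPM in endothelial cells. In nIPCs and neuroblasts, Eomes (chromosome 9, 118478212 to 118486132, overlapping Gm33460 on the opposite strand) had 275 CPM in fresh and 158 CPM in MeOH-fixed cells, and was counted in 10 of 16 and 6 of 21 of them. Rasgrp1 (chromosome 2, 117279993 to 117343001) had 198 CPM in the 19 MeOH-fixed mature neurons, against 47.8 CPM elsewhere, while the 2 fresh cells of that identity had no count of Rasgrp1, Smad3, Kcnip3 or Tanc1. When cells were instead assigned by the summed markers of each identity, 159 of the 196 cells, or 81.1%, received the annotated identity.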

**Figure 6:**
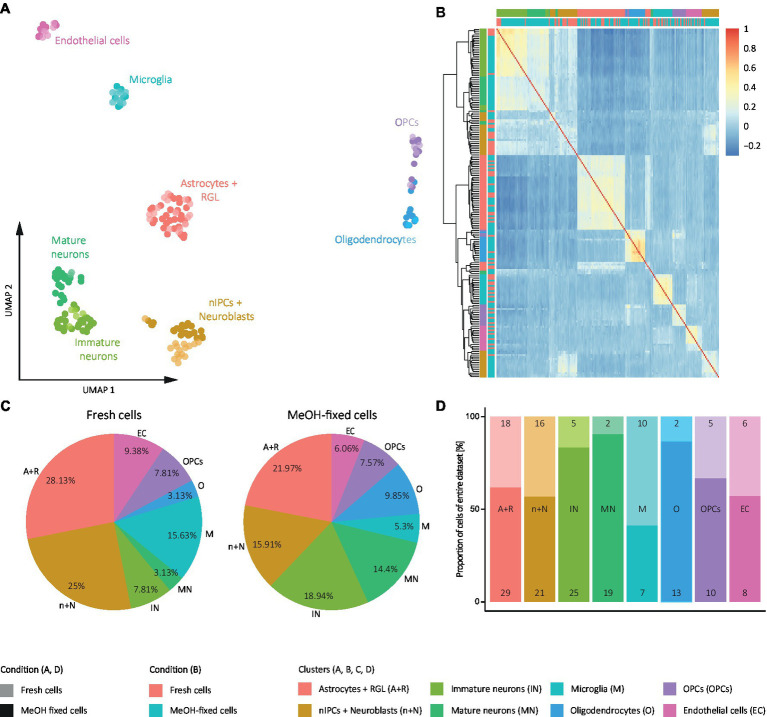
Analysis of effect of MeOH on DG cell identities from SORT-seq experiment. **(A)** UMAP representation of the clustered cells. **(B)** Heat map of the pairwise correlation coefficients calculated with Pearson residuals from regularized negative binomial regression of gene expression for fixed and fresh cells. Cells in the heat map are ordered according to clustering based on the Euclidean distance of the correlation coefficients. The color scale indicates the degree of correlation (blue, low correlation; red, high correlation). **(C)** Pie graphs representing the % of each cell identity in fresh cells and MeOH-fixed samples. **(D)** Bar plot representing the composition of each cluster by MeOH-fixed cells and fresh cells. Numbers inside the bar plots represent the absolute number of fixed and fresh cells in each cluster. **(A,C,D)** Color code: colored by cell identity and shaded by condition. **(B)** Color code: colored by cell identity and by condition. Pink: Fresh cells; Blue: MeOH-fixed cells.

To investigate whether any of these cell populations was particularly affected by MeOH fixation, we calculated the proportions of each cell identity in datasets of MeOH-fixed and fresh cells and the frequency of fixed and fresh cells within each cell identity. This showed that both conditions differed in terms of their cell identity composition (Figure 6C) and that most of the cell identities comprised more fixed than fresh cells (Figure 6D). This was particularly evident for neurons, indicating that MeOH may protect them from sorting-induced stress. 

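More MeOH-fixed than fresh cells were found in 7 of the 8 identities, the exception being microglia with 10 fresh and 7 MeOH-fixed cells. Over all identities 2.06 times as many MeOH-fixed as fresh cells passed the filtering. Astrocytes and RGLs were 28.1% of fresh cells (exact Clopper-Pearson interval 17.6 to 40.8%) and 22.0% of MeOH-fixed cells (15.2 to 30.0%). OPCs were 7.81% (2.59 to 17.3%) and 7.58% (3.69 to 13.5%).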

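Immature and mature neurons together were 7 of 64 fresh cells, or 10.9% (exact Clopper-Pearson interval 4.51 to 21.2%), and 44 of 132 MeOH-fixed cells, or 33.3% (25.4 to 42.1%), a difference of 22.4 percentage points. The intervals, which cover counting error only, did not overlap. Of all 384 barcodes, mature neurons were 0.521% on the fresh plate and 4.95% on the MeOH-fixed plate, and immature neurons 1.30% and 6.51%. The alternative with the largest change in the difference took neurons as a share of the neuronal lineage, nIPCs and neuroblasts included, with 30.4% of fresh and 67.7% of MeOH-fixed cells. Taken together with nIPCs and neuroblasts, neurons were 35.9% (24.3 to 48.9%) and 49.2% (40.4 to 58.1%), and these intervals overlapped.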

As a consequence, a decrease in the proportions in the other cell identities was also observed (Figure 6C). 

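Of the 6 identities other than neurons, 5 had a lower share in MeOH-fixed cells. The largest decrease was that of microglia, from 15.6% (7.76 to 26.9%) to 5.30% (2.16 to 10.6%), followed by nIPCs and neuroblasts, from 25.0% (15.0 to 37.4%) to 15.9% (10.1 to 23.3%). Endothelial cells went from 9.38% (3.52 to 19.3%) to 6.06% (2.65 to 11.6%). Oligodendrocytes went the other way, from 3.13% (0.381 to 10.8%) to 9.85% (5.35 to 16.3%). In each of these 4 identities the exact intervals of both conditions overlapped.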

Supporting those results, when evaluating both conditions together (Figure 6D), we observed that the identities belonging to neuronal clusters consisted of a higher percentage of fixed than fresh cells.

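MeOH-fixed cells made up 83.3% of the immature neurons (65.3 to 94.4%) and 90.5% of the mature neurons (69.6 to 98.8%), by exact Clopper-Pearson intervals. Among oligodendrocytes the percentage was 86.7% (59.5 to 98.3%), and in the other identities it lay between 41.2% in microglia and 66.7% in OPCs.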

Based on these findings, we examined whether MeOH fixation compromises the transcriptome profile of any of the cell identities in particular. The same approach used to test its influence on the whole sample was followed, but calculating the pairwise correlation matrix and clustering from Pearson residuals rather than from raw counts (Figure 6B). This revealed that cells within each cell population were not ordered by condition, nor was there a spot of high correlation in the heat map that exclusively included fixed cells or fresh cells, which rather appeared intermixed. 

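The Pearson residuals came from a model fitted to each library separately. A difference shared by all cells of a library can thereby be removed before r is computed, so these values cannot exclude one. With these residuals, the mean r within a condition, averaged over the 2 conditions, differed from the mean r between conditions by -0.00277 to 0.0294 inside the identities. Mature neurons, where 1 pair of fresh cells was compared, were apart with 0.0806. With each pair weighted equally, an alternative chosen after the data were seen, the differences lay between -0.0490 in immature neurons and 0.0543 in mature neurons. In astrocytes and RGLs, the largest identity, mean r was 0.221 among fresh cells, 0.228 among MeOH-fixed cells and 0.222 between them. When the dendrogram of all cells was divided into 8 clusters, none held cells of one condition only, and the most uneven, of mature neurons, held 1 fresh and 17 MeOH-fixed cells. Residuals of 1 model over both libraries were an alternative chosen after the data were seen. With them the differences, at equal weight for each condition, lay between -0.0118 in OPCs and 0.0305 in nIPCs and neuroblasts, apart from mature neurons with 0.186.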

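In nIPCs and neuroblasts, dividing the dendrogram of Pearson residuals into 2 clusters gave one with 14 fresh and 11 MeOH-fixed cells and one with 2 fresh and 10 MeOH-fixed cells. The cells of the smaller cluster had a median of 2776 transcripts, against 7942 in the larger one, and Dcx was counted in 16.7% of them, against 92.0%. On residuals of 1 model over both libraries the division went further by condition, with 14 fresh and 3 MeOH-fixed cells against 2 and 18.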

An exception were the nIPCs, for which the dendrogram demonstrated a separation into two clusters of which one contained almost only fixed cells. However, the correlation coefficients of cells within each cluster and those of cells between these clusters were equivalent. 

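With the residuals fitted to each library, mean r was 0.226 between cells inside the larger cluster, 0.0715 inside the smaller one and 0.108 between cells of different clusters. By condition, mean r was 0.233 among fresh nIPCs and neuroblasts, 0.125 among MeOH-fixed ones and 0.150 between conditions. After thinning to equal depth, on log-normalized values, these were 0.222, 0.204 and 0.208. Among the alternatives with equal weight for each condition, thinning moved the difference within minus between conditions most, from 0.0294 to 0.00466. With each pair weighted equally, a weighting chosen after the data were seen, log-normalized values without thinning moved it further, to -0.00363.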

A slight separation of fresh and fixed nIPCs was also observable in the UMAP representation (Figure 6A), though their transcriptomes are similar enough to be combined in one cluster as revealed by graph-based clustering (Figure 6A). To examine the possibility of a fixation effect in nIPCs arising from the original matrix of counts, we isolated this population, calculated the correlation matrix of their raw transcriptomes and represented it in a heat map (Supplementary Figure S5). 

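In the raw counts of nIPCs and neuroblasts, the first division of the dendrogram separated 2 fresh and 11 MeOH-fixed cells from 14 fresh and 10 MeOH-fixed cells. The first group had a median of 3921 transcripts and the second 7195. Mean r was 0.745 inside the first group, 0.833 inside the second and 0.578 between them. By condition it was 0.837 among fresh cells, 0.637 among MeOH-fixed cells and 0.696 between conditions.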

Here, neither the clustering nor the correlation factors between cells depended on whether the cells were fixed or not. However, as could be expected the correlation coefficients of the cells varied to some extent, presumably due to the fact that this population comprises various cell stages and states (early and committed cells in the process of division and/or differentiation). These results, together with the UMAP representation (Figure 6A), indicate that MeOH fixation does not define cell clustering within each cell identity, although we cannot completely rule out minor effects on nIPCs. Therefore, despite influencing cell identity proportions, putatively due to the preservation of otherwise fragile neurons, MeOH fixation does not particularly affect the transcriptome profile of any of the DG cell identities identified.

### 3.6. MeOH fixation shows similar effects in droplet-based scRNA-seq

To verify these data and to investigate whether MeOH fixation works similarly well on microfluidic droplet-based platforms, we compared an in-house dataset of fixed DG cells to an age and tissue-matched dataset from fresh cells published in Hochgerner et al. (2018) (GSE95315; dataset A). Since the datasets were generated in different laboratories, using different 10x Genomics chemistry versions and sequencing technologies, and varied in total cell number, the analysis was performed using approaches that are less influenced by the number of transcripts and the absolute number of cells. First, as for the SORT-seq experiment, we inferred how fixation affects the transcriptomic profiles by PCA, and evaluated the first 11 PCs that capture the largest amount of variation in the dataset. The scatter plots of PC1 versus PCs 2–11 show that cells do not cluster depending on condition, indicating that fixation does not explain the variance within the first 11 PCs (Supplementary Figure S3). Subsequently, for further insight on the findings about cell taxonomy found in the analysis of the sorted cells, data were grouped using graph-based clustering. We could identify 13 distinct clusters, all of which were composed of fresh and MeOH-fixed cells (Supplementary Figures 4A,B). In addition to the cell types detected in the smaller SORT-seq experiment (section 3.5), we detected clusters representing Mossy cells (*Rab6b* and *Cck*), GABA neurons (*Gad2* and *Nxph1*), Cajal Retzius cells (*Reln*, *Ndnf*, and *Lhx5*), as well as separate clusters of astrocytes (*S100β*, *Sox2*, *Aqp4*, and *Id3*) and RGLs (*Lpar1*, *Sox9*, and *Hopx*), which clustered together in the small SORT-seq experiment. To assess whether MeOH fixation affects the cellular composition of the sample, i.e., the ratios of cell populations, we calculated the proportions of each cell identity in both datasets. Similar to the SORT-seq experiment, we observed a shift in cell proportions upon MeOH fixation that was primarily related to an increase in dentate granule neuron numbers (Supplementary Figure S4C).

Collectively, the results from the integrated 10x Genomics datasets support the conclusions derived from the SORT-seq experiment. Specifically, they confirm that MeOH fixation is not a major source of variation in the data, that it allows the identification of the same cell types as in datasets of fresh DG samples, and that it protects dentate granule neurons.

## 4. Discussion

Single-cell RNA-seq (scRNA-seq) has emerged as a powerful tool for studying cellular heterogeneity and gene expression in neuroscience. However, despite its potential, it still faces limitations, especially when it comes to preserving dissociated cells for downstream analyses. Sample preservation is critical to any study design that requires a temporal decoupling between sample preparation and library construction. Key challenges in this context include maintaining the integrity of the cells and RNA, avoiding transcriptional loss and interference with library assembly, and preserving the transcriptional profile of each cell and the original cell type composition. Several protocols have been developed for this purpose, such as cryopreservation, formaldehyde crosslinking, and MeOH fixation, with success rates varying both between and within protocols. While MeOH fixation was successfully used in scRNA profiling of several cell lines, it introduced biases of varying degrees in transcriptome profiling of others, as well as of primary cells and tissues (Alles et al., 2017; Chen et al., 2018; Zywitza et al., 2018; Wohnhaas et al., 2019; Denisenko et al., 2020; Wang et al., 2021b). The discrepancies between study outcomes can be attributed to differences in sample types, processing methods, and recovery protocols. For example, PBS-rehydrated MeOH-fixed immune cells suffered from RNA degradation due to reactivation of endogenous RNAses, which can be avoided by resuspending fixed cells in high salt buffers such as 3x SSC (Chen et al., 2018). Other complications include RNA leakage leading to an increase in ambient RNA and dropout of low expression genes, and the inability to preserve certain cell types (Alles et al., 2017; Chen et al., 2018; Zywitza et al., 2018; Wohnhaas et al., 2019; Denisenko et al., 2020; Wang et al., 2021b). Consequently, MeOH, while compatible in principle with scRNA-seq, may introduce cell- and tissue-specific complications that must be carefully determined for each new cell type or target tissue.

We here show that MeOH fixation combined with SSC-based rehydration is compatible with sorting- or droplet-based scRNA-seq of adult primary neural tissue. Compared to fresh samples, MeOH fixation has no effect on RNA integrity and library size distribution. Moreover, our data suggest that it prevents sorting-induced cell stress, increases the yield of high-quality cells and preserves cell types that are particularly vulnerable to *ex vivo* stress. Importantly, despite evidence of mRNA leakage from fixed cells, fixation does not significantly bias the datasets. Rather, the relative gene expression levels from MeOH-fixed cells correlate well with those from fresh samples, and MeOH fixation had no apparent effects on the variance of the dataset or subsequent clustering, cell annotation and cell-type composition.

To study the single cell transcriptomes of highly complex tissues, cells need to be dissociated and captured for barcoding and sequencing. This may damage isolated cells, trigger stress responses and alter their gene expression, especially in more vulnerable cell types such as those derived from adult brain. Several results from our study confirm such biases and show that they are mitigated by MeOH fixation. Our finding that barcodes from fresh cells before filtering contained fewer transcripts and genes and a higher percentage of mitochondrially encoded genes suggests that more fresh than fixed cells were damaged by sorting and consequently lost cytoplasmic RNA (Ilicic et al., 2016). Although excessive RNA degradation could explain part of these findings, it is unlikely to be a major factor in our samples, as both fresh and fixed cells had comparably high RNA quality. The higher stress signatures maintained in the quality-filtered fresh cells further confirm their susceptibility to sample processing and demonstrate that fixation prevents sorting-induced stress of primary neural cells (Lopez and Hulspas, 2020). This was to be expected since the freshly isolated cells were still alive at the time of capture, as ensured by our Sytox-based sorting strategy, while fixation leads to immediate arrest of any transcriptional activity. These factors ultimately translated into a higher yield of high-quality cells in the fixed sample after filtering, which affected almost every cell type in our dataset. The most affected were neurons, a cell type that is particularly susceptible to stressors such as hypoxia and oxidative stress (Cobley et al., 2018), which indicates that the presented protocol is beneficial for the preservation of fragile cell types for scRNA-seq from brain. Currently, there is only one other study that analyzed the number of high-quality cells in MeOH-fixed/SSC-recovered primary samples (Denisenko et al., 2020). In contrast to us, they found no differences between datasets of fixed and freshly prepared kidney cells in this respect. This could be due to the different nature and resilience of the tissues analyzed, as kidney cells may be more resistant to pressure and stress of sorting (Kalogeris et al., 2012). Yet, their study confirms that fixation does not negatively affect the quality of primary cell suspensions.

Organic fixatives such as MeOH can increase membrane permeability and may lead to leakage of cytoplasmic mRNAs into the extracellular milieu, which could increase noise in the data due to ambient RNA contamination (Hobro and Smith, 2017). Indeed, we found several indications for mRNA leakage from MeOH-fixed DG cells, such as a lower number of transcripts and genes per cell as well as higher proportions of ambient RNA and dropout events after filtering. This was consistent with findings in human PBMCs and mouse kidney cells preserved in the same way as our cells (Chen et al., 2018; Denisenko et al., 2020). Importantly, leakage did not result in a skewed representation of low- and high-expressed genes as observed in PBS-rehydrated MeOH-fixed cell lines (Wang et al., 2021b). In addition, leakage may not be the only cause of reduced transcript counts in fixed cells. Evidence suggests that longer transcripts are less likely to recover after fixation due to their higher structural complexity and greater stability, which may compromise their amplification (Trotta, 2014). Our evaluation of MeOH effects as a function of non-overlapping exon length supports this assumption and shows a stronger underrepresentation of longer transcripts compared to short ones in fixed samples, similar to MeOH-fixed cell lines rehydrated in PBS (Wang et al., 2021b). This could be a drawback and must be considered in scRNA-seq studies targeting long transcripts or splice variants, for which fresh samples would be more advisable. Despite these potential confounding factors, we found no evidence of adverse effects of MeOH fixation on the transcriptional profile of our samples. Clustering, pseudo-bulk expression as well as principal component analysis confirmed a high correlation between both datasets. Importantly, we identified the same cell types in both fixed and fresh samples, both, in our relatively small dataset with only 372 input cells per condition as well as in the 10x dataset with several thousands of cells. There was no evidence for a depletion of particular cell types as has been observed in datasets of MeOH-fixed PBS-rehydrated primary cells (Alles et al., 2017; Chen et al., 2018; Wohnhaas et al., 2019; Gutiérrez-Franco et al., 2023). Instead, most cell populations contained even more fixed than fresh cells. This was particularly noticeable for dentate granule neurons, the most abundant cell type in the DG, whose number was lower in fresh samples of both, the SORT-seq and 10x experiment. Moreover, we observed that neurons are clearly underrepresented in the SORT-seq compared to the 10x dataset. This might be explained by differences in cell dissociation protocols between both experiments or by the greater mechanical stress on cells during FAC-sorting compared to the encapsulation in the 10x Chromium Controller, which might particularly affect delicate cell types such as granule neurons (Wang et al., 2021a). At the moment, there is one other study examining cell proportions in MeOH-fixed primary brain samples, i.e., such extracted from the subventricular zone (Zywitza et al., 2018). In contrast to us, they found no differences in cell type composition of fixed and freshly dissociated cells. This could be due of the different cell composition of the two brain regions: while neurons are the most common cell type of the DG, none are found in the subventricular zone. Altogether, the findings from both our experiments suggest that MeOH fixation in combination with SSC resuspension maintains cell type composition in scRNA-seq datasets of brain samples in a more physiological manner.

In summary, our study determined the suitability of MeOH fixation combined with SSC buffer reconstitution for the preservation of adult neural cells. We show that fixation does not induce systematic bias in terms of the cells transcriptomic profiles or cell type composition in the resulting dataset, and even preserves cells at higher quality and numbers compared to fresh cells. We also identify possible confounding factors that might be relevant under certain scenarios and need to be considered when planning experiments, including the leakage of RNA and a tendentially greater loss of longer transcripts. Based on our results, we consider MeOH fixation with SSC-based rehydration as a highly feasible preservation method for primary neural samples when direct processing of fresh samples is not possible. This allows experiments to be performed when instruments for library generation are not directly accessible and facilitates experiments with complex workflows, such as those studying developmental and aging processes or those that require sample pooling to obtain sufficient numbers of rare cells.

## 5. Limitations

The SORT-seq data shown in this study is based on a small-scale experiment that includes one technical replicate per condition, which consisted of 3–4 pooled DGs from different mice. To increase the robustness of the findings, we included droplet-based datasets consisting of several thousands of cells. While our results indicate that MeOH fixation combined with reconstitution in SSC buffer has no major effect on the transcriptomic profile of adult mouse DG cells, we found indications for systematic bias in the data, such as RNA leakage, reduced signatures of stress and cellular damage, and a protection of mature granule neurons. Researchers should take all these factors into account while planning and optimizing their experiments. Furthermore, it is important to point out that MeOH fixation can result in weakening or even disappearance of fluorescence signals (Schwarz et al., 2015; Kirschnick et al., 2021). Therefore, if the purpose of a study is the enrichment of specific cell populations based on fluorescent reporter protein expression and FACS, MeOH fixation might not be the method of choice.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE232052; https://www.ncbi.nlm.nih.gov/geo/, GSE241452.

## Ethics statement

The animal study was approved by Jena local animal welfare committee (TWZ22-2017). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

MS-C and PJP: conceptualization, methodology, formal analysis and writing—original draft, review and editing. CB-K, J-CH, and YH: methodology. SS: conceptualization. OW: resources and supervision. AU: conceptualization, methodology, validation, writing—review and editing, funding acquisition, resources and supervision. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Effect of methanol fixation on single-cell RNA sequencing of the murine dentate gyrus
**Source:** Front Mol Neurosci. 2023 Oct 4;16:1223798. doi: 10.3389/fnmol.2023.1223798
**Supplement:** Supplementary file 1

# **Supplemental material: Effect of methanol fixation on single cell RNA sequencing of the murine dentate gyrus**

## **1. Supplementary methods**

### **1.1 Animals**

The studies were carried out on a total of 25 C57BL/6J mice of mixed gender and age. Mice were kept under specific pathogen free conditions on a 14 hours light/10 hours dark cycle with food and water ad libitum. All animal procedures were in strict compliance with the European animal welfare regulations (EU directive 2010/63/EU and 2007/526/EC guidelines) and the German legislation on the protection of animals, and approved by the local animal welfare committee (TWZ22-2017).

### **1.2 (Dentate gyrus) DG dissection, single cell dissociation and fixation for droplet-based scRNA-seq of MeOH-fixed cells**

The DGs of 5 mice (C57BL/6J background, mixed gender, age: 4 weeks) were dissected as whole mounts in HBSS with calcium, magnesium and 10 mM glucose. Each DG was individually subjected to enzymatic and mechanical dissociation according to manufacturer's protocols (Papain Dissociation System, Worthington kit). Single cells were obtained in HBSS with calcium, magnesium and 0.1 M D-(+)-Trehalose dihydrate at 4 °C and kept on ice. After evaluation of the density and confirmation of a viability of at least 85 %, the cells were fixed in MeOH as described in section 2.3 and stored at -80 °C.

### **1.3 Library preparation and sequencing of MeOH-fixed cells by droplet-based scRNA-seq**

The fixed cell suspensions were shipped on dry ice to Single Cell Discoveries (...). Prior to loading the 10x Chromium chip, cells were rehydrated in SSC buffer as described in section 2.3, filtered, counted and pooled at equal ratios. Cells were loaded at a concentration of 700-1200 cells/μl on a 10x Genomics chip aiming for 10000 cells, and the chip was run on a Chromium controller to initiate GEM formation. Library preparation was performed following standard 10x Genomics guidelines 3' v3.1 workflow with feature barcoding (CG000317 guide) to generate the cDNA library, which was paired-end sequenced on Illumina NovaSeq S4 Flow Cell chip on a NextSeq6000 platform (read 1: 28 cycles, index reads: 2×10 cycles, read 2: 90 cycles) to obtain an average of 70000 reads per cell. FASTQ files were generated from BCL files with Cell Ranger (Zheng et al., 2017), mkfastq 6.0. Read 1 was used for identification of cell barcodes and UMIs. Read 2 was used to map to the GRCm38 mouse reference genome. Filtering of empty barcodes was done following standard Cell Ranger procedures.

### **1.4 Pre-processing of 10x Genomics scRNA-seq data**

Similar to the bioinformatic analysis of the SORT-seq data, pre-processing of droplet-based datasets was conducted using R (v4.2.0) and the Seurat package v4.1.0. Briefly, for the MeOH-fixed sample, the raw count matrix was decontaminated using DecontX (Yang et al., 2020) and barcodes were considered high-quality cells when their total transcript counts were between 1000 and 35000, total genes more than 1000, mitochondrial genes less than 15% and a transcript to gene ratio greater than 1.2. Doublets were removed by applying scDbtFinder algorithm (Germain et al., 2021) obtaining 5122 high-quality singlets.

An age-matched dataset of fresh cells was extracted from “Dataset A” published in Hochgerner et al., 2018 (GSE95315). This comprised 1063 quality control filtered DG cells from their P24 group. To analyze both datasets together, they were integrated using the top 2000 variable genes (Stuart et al., 2019). Based on the elbow plot after principal component analysis (PCA), the top 15 PCs were selected to describe the merged dataset, and utilized for UMAP representation and graph-based clustering. The Seurat function ‘FindAllMarkers’ was applied (adjusted p-value < 0.05 (FDR correction), log-fold change  $\geq 0.5$  and ratio of the detection fraction between the cluster and the rest (pct.1/pct.2) > 2.5) in order to find markers differentially expressed in each cluster to match them to cell types.

## **2. Suppl Figure legends**

### **Supplementary figure 1. FACS gating strategy for the isolation of murine DG cell populations and distribution of the finally sorted cells.**

(A, B) Scatter-plots showing the gating strategy to exclude debris based on size (SSC-A) and granularity (FSC-A) for fresh (A) and MeOH-fixed (B) cells, respectively. (C-F) Gating strategy to exclude doublets in fresh (C) and MeOH-fixed (D) cells based on SSC-H vs. SSC-A scatter-plots followed by a second round of doublet exclusion based on FSC-H vs. FSC-W scatter-plots for both preparations (fresh cells (E), MeOH-fixed cells (F)). (G) Exclusion of dead singlets in fresh cell preparation based on Sytox AADvanced™ Dead Cell Stain. Black dots represent the cells finally collected in the 384-well plates. The plot's titles refer to the parent gate.

### **Supplementary figure 2. Ratio of average gene detection levels between fresh and fixed cells as a function of gene length.**

From left to right [in bp]: 66-1272, 1272-1701, 1702-2083, 2084-2419, 2419-2724, 2724-3031, 3033-3341, 3342-3652, 3652-3995, 3995-4358, 4358-4733, 4734-5193, 5194-5631, 5633-6129, 6130-6772, 6774-7556, 7556-8514, 8514-9857, 9859-12513 and 12520-117334. Horizontal line positioned at  $y = 1$ . Statistics can be found in Supplementary table 1.

### **Supplementary figure 3. Effect of MeOH fixation on droplet-based scRNA-seq variance.** Scatter plots of the first 11 PCs confronted with PC1.

### **Supplementary figure 4. Analysis of the MeOH effect on DG cell identities from droplet-based scRNA-seq.**

(A-B) UMAP representations of the cells colored by preservation method (A) and by cell identity (B). (C) Pie graphs representing the relative cell type composition in the datasets of fresh and MeOH fixed samples.

### **Supplementary figure 5. Effect of MeOH fixation on the raw transcriptome of nIPCs.**

Heat map of pairwise correlation coefficients of the raw count matrix for fixed and fresh nIPCs. Cells were ordered based on the Euclidean distance of the correlation coefficients. The color scale indicates the degree of correlation (blue, low correlation; red, high correlation) and the labels represent the individual cells.

## **1 Supplementary tables text**

**Supplementary table 1:** Pairwise comparisons for ratio values represented on Supp. Figure 2. Columns and rows represent the groups of genes classified by increasing non-overlapping exon length, from shortest to longest [in bp]: 66-1272, 1272-1701, 1702-2083, 2084-2419, 2419-2724, 2724-3031,

3033-3341, 3342-3652, 3652-3995, 3995-4358, 4358-4733, 4734-5193, 5194-5631, 5633-6129, 6130-6772, 6774-7556, 7556-8514, 8514-9857, 9859-12513 and 12520-117334. Statistics: Shapiro Wilk test for normality and Wilcoxon rank-Sum test for unpaired samples with FDR correction (light green: adj.  $p < 0.05$ , medium green: adj.  $p < 0.01$ , dark green adj.  $p < 0.001$ ).

|                                                                      |              | Groups of genes classified by increasing non-overlapping exon length |           |           |           |           |           |           |           |           |           |           |           |           |           |           |           |           |           |            |
|----------------------------------------------------------------------|--------------|----------------------------------------------------------------------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|-----------|------------|
|                                                                      |              | 66-1272                                                              | 1272-1701 | 1702-2083 | 2084-2419 | 2419-2724 | 2724-3031 | 3033-3341 | 3342-3652 | 3652-3995 | 3995-4358 | 4358-4733 | 4734-5193 | 5194-5631 | 5633-6129 | 6130-6772 | 6774-7556 | 7556-8514 | 8514-9857 | 9859-12513 |
| Groups of genes classified by increasing non-overlapping exon length | 1272-1701    | 0,259                                                                |           |           |           |           |           |           |           |           |           |           |           |           |           |           |           |           |           |            |
|                                                                      | 1702-2083    | 0,004                                                                | 0,114     |           |           |           |           |           |           |           |           |           |           |           |           |           |           |           |           |            |
|                                                                      | 2084-2419    | 0,050                                                                | 0,509     | 0,352     |           |           |           |           |           |           |           |           |           |           |           |           |           |           |           |            |
|                                                                      | 2419-2724    | 0,006                                                                | 0,191     | 0,767     | 0,487     |           |           |           |           |           |           |           |           |           |           |           |           |           |           |            |
|                                                                      | 2724-3031    | 0,026                                                                | 0,352     | 0,555     | 0,707     | 0,787     |           |           |           |           |           |           |           |           |           |           |           |           |           |            |
|                                                                      | 3033-3341    | 0,000                                                                | 0,014     | 0,432     | 0,062     | 0,236     | 0,169     |           |           |           |           |           |           |           |           |           |           |           |           |            |
|                                                                      | 3342-3652    | 0,005                                                                | 0,125     | 0,988     | 0,333     | 0,707     | 0,555     | 0,452     |           |           |           |           |           |           |           |           |           |           |           |            |
|                                                                      | 3652-3995    | 0,001                                                                | 0,041     | 0,707     | 0,160     | 0,452     | 0,362     | 0,651     | 0,786     |           |           |           |           |           |           |           |           |           |           |            |
|                                                                      | 3995-4358    | 0,000                                                                | 0,000     | 0,026     | 0,001     | 0,007     | 0,005     | 0,176     | 0,036     | 0,060     |           |           |           |           |           |           |           |           |           |            |
|                                                                      | 4358-4733    | 0,000                                                                | 0,001     | 0,121     | 0,008     | 0,042     | 0,031     | 0,452     | 0,137     | 0,212     | 0,555     |           |           |           |           |           |           |           |           |            |
|                                                                      | 4734-5193    | 0,000                                                                | 0,004     | 0,208     | 0,020     | 0,091     | 0,061     | 0,654     | 0,233     | 0,328     | 0,393     | 0,787     |           |           |           |           |           |           |           |            |
|                                                                      | 5194-5631    | 0,000                                                                | 0,003     | 0,162     | 0,014     | 0,059     | 0,041     | 0,487     | 0,160     | 0,238     | 0,555     | 0,994     | 0,789     |           |           |           |           |           |           |            |
|                                                                      | 5633-6129    | 0,000                                                                | 0,000     | 0,014     | 0,000     | 0,003     | 0,002     | 0,095     | 0,016     | 0,026     | 0,707     | 0,352     | 0,229     | 0,363     |           |           |           |           |           |            |
|                                                                      | 6130-6772    | 0,000                                                                | 0,000     | 0,016     | 0,000     | 0,004     | 0,003     | 0,121     | 0,022     | 0,035     | 0,817     | 0,452     | 0,303     | 0,450     | 0,859     |           |           |           |           |            |
|                                                                      | 6774-7556    | 0,000                                                                | 0,000     | 0,004     | 0,000     | 0,001     | 0,001     | 0,039     | 0,005     | 0,007     | 0,450     | 0,182     | 0,103     | 0,196     | 0,707     | 0,555     |           |           |           |            |
|                                                                      | 7556-8514    | 0,000                                                                | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,013     | 0,002     | 0,001     | 0,003     | 0,041     | 0,020     | 0,112     |           |           |            |
|                                                                      | 8514-9857    | 0,000                                                                | 0,000     | 0,002     | 0,000     | 0,000     | 0,000     | 0,016     | 0,002     | 0,003     | 0,252     | 0,092     | 0,048     | 0,104     | 0,450     | 0,352     | 0,687     | 0,254     |           |            |
|                                                                      | 9859-12513   | 0,000                                                                | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,001     | 0,000     | 0,000     | 0,000     | 0,003     | 0,002     | 0,012     | 0,352     | 0,041     |            |
|                                                                      | 12520-117334 | 0,000                                                                | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000     | 0,000      |

How the deposited data were processed for this re-analysis (not part of the article)

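Single cells of the murine dentate gyrus were sequenced by SORT-seq on 1 plate of fresh cells, pooled from 3 mice, and 1 plate of MeOH-fixed cells, pooled from 4 mice, with 384 barcodes each. The droplet-based experiment and the measurements of RNA integrity were not analysed here. The authors mapped the reads to GRCm38 with STAR, discarded reads that mapped equally well to several places, removed duplicates by UMI, and deposited expected counts, that is UMI counts adjusted for the chance that molecules share one of 4096 UMIs, before and after filtering. The deposited number of genes per barcode is a count of genes with any transcript. The percentage of mitochondrial counts of each filtered cell was deposited by the authors, without spike-ins in the total, and was recomputed here for all barcodes from the 37 mitochondrially encoded genes. Spike-in counts and cell identities were used for the filtered cells, as deposited.

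Inverting the adjustment gave whole UMI numbers for every value, with a largest distance from a whole number of 3.64e-12. The filtered counts were checked against the unfiltered ones and did not differ. All columns of per-sample values were mapped to a plate by their names. The position of the 8 empty control wells among the barcodes was not used here, so that all 384 barcodes of a plate entered the values before filtering. The filtering criteria were those of the paper (800 to 35000 transcripts, more than 500 genes, a ratio of transcripts to genes above 1.2 and more than 500 spike-in counts) and left 64 fresh and 132 MeOH-fixed cells.

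The groups were the 2 conditions, with 1 library each, so that no test was made and no p-value or standard error is given. Sums of counts are given with exact Poisson intervals and shares with exact Clopper-Pearson intervals, both at 95% and for counting error only. The filtered cells held 534122 UMIs in the fresh and 729018 UMIs in the MeOH-fixed library, so that the MeOH-fixed library was the deeper one in all and, with medians of 6332 and 3463 transcripts, the shallower one per cell. For this reason genes were compared as CPM over the filtered cells, and genes per cell and shares of cells with a count also after thinning each cell to 800 UMIs without replacement (100 UMIs per barcode before filtering). Doublets were not called, and the upper limit on transcripts removed 1 barcode. For the pseudo-bulk correlation, log2 values of the mean count per cell were taken with a pseudocount of 1. Gene length was the union of exons in GENCODE vM21 on GRCm38, while the paper used release 102 of Ensembl, and 15321 of 15474 genes had a length, 778 of them through an older symbol. Length was compared with the ratio in 20 groups of equal size. The ambient RNA tool of the paper was not run, and the share of counts from marker genes of other identities, fixed from the paper and common markers, was computed in its place. SCTransform (the first version of its model) and integration with 2000 variable genes were run in Seurat, with 50 neighbours in place of the default when weighting anchors, because the fresh library has 64 cells. PCs, pairwise correlations and dendrograms (Euclidean distance of the correlation coefficients) were computed from these values or from the counts. Nearest neighbours were the 10 cells with the highest correlation.

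The genes named are the stress genes and markers of the paper, mitochondrially encoded genes, sex-linked genes, and the 5 highest and 5 lowest ratios of CPM among genes with at least 200 counts over both libraries and a count in at least 10% of the filtered cells of one. Of the sex-linked genes, Eif2s3y, Kdm5d and Uty are not listed in the counts. Malat1, Neat1, Kcnq1ot1, Meg3, Miat, Snhg11 and Rn45s were chosen after their values were seen. Some genes that meet these rules are not reported here. The reads were counted by gene, so that the counts of genes that overlap or have close copies can include reads of the other gene, and overlaps are given beside the coordinates of a gene.

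The design of each comparison, the rule for named genes, the markers and 77 alternatives were set before the data were examined, and 73 of these were run. Another 4 alternatives were added later. An alternative was taken to move a median, a share or a ratio of summed counts when its value left the interval of the difference, which for medians was taken from order statistics over barcodes and served as a yardstick only. For a correlation the limit was a change of 0.05, and for a count or a percentage of variance a factor of 1.5. Random lists of genes (10000 draws) were matched on expression in 20 bins.

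The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0 and sctransform 0.4.2, with a fixed random seed. The steps across genes were tested on simulated data drawn from the levels and depths of these libraries. Among 15474 genes, 200 were changed by a known ratio, all drawn from those with at least 200 counts over both libraries. Of these, 200 were recovered with the right sign, with a median distance of 0.17 (log2) from the simulated ratio. Unchanged genes with as many counts had a median log2 ratio of -0.13. Only counting error was simulated, with no cell identities and no spread between cells other than depth. Genes of fewer counts were not changed, so their recovery is not known. A simulated trend with length gave a rho of 0.491, far above the 0.0183 of the data, and no trend gave -0.00294. For log-normalized values of simulated cells, the mean pairwise r within conditions minus that between them was 0.00243 without a simulated effect and 0.0187 with 200 changed genes, while the raw counts of simulated cells were not tested.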

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

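The choice of Malat1, the comparison of its identities and the test of nuclear RNAs were made only after their values were seen, while the tests by length and those of Xist were written down before their results.

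Malat1, a long noncoding RNA of the nucleus that the paper does not discuss (chromosome 19, 5795690 to 5802672, with Gm27694 on the same strand and Gm37376 on the opposite one), stood out because its level differed between the libraries far beyond counting error. It had 13327 CPM in fresh cells (exact Poisson interval 13016 to 13643) and 3702 CPM in MeOH-fixed cells (3564 to 3845), a log2 ratio of -1.85. A different mix of cell identities does not account for it, since it was lower in 7 of 8 identities and the log2 ratio was -1.79 with equal weight for each. A loss of long transcripts in general does not account for it either, as its ratio lay at percentile 0 among the 268 genes of its length group with at least 20 counts in each library. Whether nuclear RNA as a whole was lower cannot be told apart from other causes. A list of 7 nuclear noncoding RNAs, which held Malat1, Kcnq1ot1 and Xist after these had been seen, had a median log2 ratio of -0.96, at percentile 0.02 of random lists matched on expression. That median is the ratio of Kcnq1ot1, of which 46.3% of the fresh counts lie in 1 cell, a mature neuron by its annotation. Without this cell, left out after its values were seen, the median was -0.09, at percentile 21.8, while Malat1 was at -1.87. After these 3 were left out, the 4 remaining ones (Neat1, Meg3, Miat and Snhg11) had a median of 1.14, at percentile 99.5. This shorter list was chosen after the result of the first was known, and Neat1 alone of it was lower (-1.06). The share of neurons, which is higher in MeOH-fixed cells, was not held constant in its percentile. With equal weight for each identity the log2 ratios kept their direction (Meg3 2.24, Miat 1.58, Snhg11 1.75, Neat1 -0.54). That weighting leans on the 2 fresh cells annotated as mature neurons. Meg3 was higher in 4 identities and lower in 3, Miat in 4 and 2, Snhg11 in 5 and 3, and Neat1 in 6 and 2. A lower yield of Malat1 after fixation, and an effect of the mice or of the plate, stay open. The libraries differ in all of these at once. Neat1, Meg3, Miat and Snhg11 overlap other annotated genes on the same strand, and Kcnq1ot1 overlaps Kcnq1 and 4 others on the opposite strand.

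Xist, which is transcribed from the inactive X chromosome of females (chromosome X, 103460366 to 103483254, overlapping Tsix and 4 other annotated genes on both strands), was counted in 71.9% of fresh cells (exact Clopper-Pearson interval 59.2 to 82.4%) and 45.5% of MeOH-fixed cells (36.8 to 54.3%), and stood out as a signal of sex in data that the paper does not analyse by sex. After thinning to equal depth the shares were 21.9% (12.5 to 34.0%) and 16.7% (10.7 to 24.1%), so that the number of transcripts per cell may account for the difference in the shares. It does not account for the level, which was 520 CPM (461 to 585) in fresh and 238 CPM (204 to 276) in MeOH-fixed cells. A different mix of cell identities does not account for the level either, because 7 of 8 identities were lower in MeOH-fixed cells. Of the Y chromosome, Ddx3y was counted with 1 UMI in fresh and 0 in MeOH-fixed cells, which is too few to tell the sexes of the pooled mice. A different share of females in the pools of 3 and 4 mice stays open as a biological explanation and was not tested.

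The difference in the median percentage of mitochondrial counts, MeOH-fixed minus fresh, went in opposite directions in the cell identities after filtering. It was 8.46 percentage points in mature neurons and -8.78 points in oligodendrocytes, each with 2 fresh cells. Among the identities with more cells it was 6.46 points in microglia (10 fresh and 7 MeOH-fixed cells) and -3.71 points in astrocytes and RGLs (18 and 29 cells). Whether these differ from each other was not tested, and no explanation was tested. Over the 8 identities it was negative in 5 and positive in 3.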

How the results depend on the processing

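The ambient RNA measure with markers of the other class, the residuals of 1 model over both libraries and the equal weighting of pairs of cells, used for 2 results, were chosen after the data were seen, and all other alternatives were set earlier. Of the 77 alternatives run for 16 results, 56 left the result within its limit, 17 moved it in the same direction and 4 reversed it.

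The reversals concern small differences and the sum of the stress genes. The percentage of mitochondrial counts after filtering was 0.28 points higher in MeOH-fixed cells with equal weight for each identity, against -1.68 otherwise. The log2 ratio of the summed stress genes, 0.24, became -0.36 as the mean count per cell, which follows from the lower depth of MeOH-fixed cells, and -1.84 when heat shock genes were left out. It was 0.087 after thinning. The difference in pairwise r of raw counts within minus between conditions, 0.0296 with equal weight for each condition, was -0.00274 with each pair of cells weighted equally, which gives more weight to MeOH-fixed pairs.

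Before filtering, the difference in mitochondrial percentage, -18.8 points, was -7.51 for the summed counts, -28.2 for barcodes with at least 100 transcripts and -6.71 for those with at least 800. The log2 ratio of means in place of medians was 0.26 for transcripts and 0.57 for genes, and that of genes was 1.81 for barcodes with at least 100 transcripts and 0.44 after thinning to 100 UMIs. After filtering, the log2 ratio of genes per cell went from -0.64 to -0.01 on thinning, a change that stays inside its wide interval. Of the 9 count thresholds, 6 had fewer genes in MeOH-fixed cells after thinning.

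The Spearman correlation between gene length and expression ratio, 0.0183, was 0.0826 for genes with a mean of at least 0.1 counts and 0.0903 for those with at least 20 counts in each library. The pseudo-bulk r, 0.928, was 0.865 for log2(CPM + 1) and 0.876 with a pseudocount of 0.01, and these scales give more weight to genes of few counts. The highest variance of a PC by condition, 1.05%, was 1.97% with 1000 variable genes. Without integration it was 6.26% for residuals, 6.20% for log-normalized values and 6.41% for log-normalized values after thinning. The cause of the other changes was not tested.

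No alternative left its limit in 6 results. They include transcripts and genes per cell after filtering, ambient RNA and the share of barcodes that pass. Correlation within nIPCs and neuroblasts and the share of neurons are the others. For some of these the limit could not show that a difference was lost. The limit of 0.05 exceeds the difference in r within nIPCs and neuroblasts, 0.0294, which fell to 0.00466 on thinning. The intervals of ambient RNA (-0.0124 to 0.257 points) and genes per cell (-1.08 to 0.066) cover both signs. The ambient RNA difference fell from 0.158 to 0.0163 points with markers of the other class. In these 6 results every alternative that was run kept the direction, with these exceptions. Genes per thinned cell were higher in MeOH-fixed cells when taken as means (log2 ratio 0.07). The difference in r within nIPCs and neuroblasts was -0.00363 on log-normalized values with each pair weighted equally. The log2 ratio of transcripts per cell lay between -1.20 and -0.61, the difference in the share of barcodes that pass between 16.1 and 17.7 points, and that in the share of neurons between 13.3 and 37.3 points. No paired analysis was possible because each condition has 1 library.

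Of the alternatives set earlier, 4 were not run: spike-ins in the total before filtering and transcripts per spike-in count before filtering, since spike-in counts were used for filtered cells only, the empty wells left out, and the marker percentage for ambient RNA, which became the value reported. Depth limits what can be compared in genes of few counts, since thinning to 800 UMIs leaves a median of 516.5 genes per fresh and 513 per MeOH-fixed cell.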

Differences from the paper's values

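No test chosen only after the result was seen enters the differences given here, with these exceptions. Reading the PCs without integration as a test of the integration, and dividing Atf3 by microglia, were decided after the values were seen.

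None of the values that the paper gives in its text for these measures differed by more than 1.5-fold from those obtained here. The largest gap is in the mean percentage of mitochondrial counts of MeOH-fixed barcodes before filtering, for which the paper's value is 20% and the value obtained here 24.0%. For the median of fresh cells after filtering the paper's value is 13.9% and the value here 12.9%, while the percentage over the summed UMIs of these cells was 13.9% and that over their summed counts 14.1%. The paper counts 378 barcodes per plate, and 384 were used here. The cell numbers printed for each identity in Fig. 6D match those obtained here.

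Some of the values obtained here went against a direction or a statement of the paper, in whole or in part. The paper states that the identities other than neurons decreased in proportion, and 5 of these 6 did, while oligodendrocytes increased from 3.13% to 9.85%. The paper states that the clustering of nIPCs by raw counts did not depend on fixation, and the first division obtained here placed 2 of 16 fresh and 11 of 21 MeOH-fixed cells in one cluster. The paper marks Junb, Ier3 and Egr1 as lower in MeOH-fixed cells (Fig. 3C), by a test over cells, and Atf3 was also lower here by the exact intervals of CPM, with 5 UMIs in 5 of 132 MeOH-fixed cells against 46 UMIs in 7 of 64 fresh cells. All 46 of these UMIs lay in fresh microglia, and the cells other than microglia had 0 UMIs of Atf3 in fresh and 2 in MeOH-fixed cells. The intervals cover counting error only, not the spread between cells or the smaller share of microglia among MeOH-fixed cells. For the residuals, the paper calls the correlations within and between the clusters of nIPCs equivalent, and the mean r obtained here was 0.226 and 0.0715 within and 0.108 between them. The paper states that fixation is not a source of variation in the PCs. Here condition explained at most 1.05% of the variance of a PC after integration and 6.26% without it. On log-normalized values of thinned cells without integration it was 6.41%. The paper states that the ratio of expression rises with gene length. The rise obtained here was small over all genes and cells (rho 0.0183) and not steady over the groups, with medians of 0.63 for the shortest, 0.46 for the 11th and 0.72 for the longest group.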

Other observations

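The tests on the mix of identities behind the stress genes, on microglia, on nearest neighbours, on integration, and on identities and spike-ins for the transcripts per cell were chosen only after the result was seen. The tests on the richest cells, on thinning of the thresholds and on gene length were written down before.

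The lower level of immediate early genes in MeOH-fixed cells may be a signal of the microglia. Microglia held 302 of the 385 UMIs of the 9 stress genes other than heat shock genes in fresh cells, and their share of the transcripts was 8.57% in fresh and 2.00% in MeOH-fixed cells. In the cells other than microglia the log2 ratio of these genes was -0.15, against -1.84 in all cells. The mix of identities alone, with each identity held at its level in fresh cells, gives a log2 ratio of -1.46, and held at its level in MeOH-fixed cells -1.09, so that a large part of the difference is what fewer microglia would bring. The test set first, equal weight for each identity, left a log2 ratio of -1.02, but microglia dominate that mean too, and only 4 of 8 identities were lower. Within microglia the level was lower as well (log2 ratio -1.37, Poisson intervals apart). The medians per cell were 5814 CPM in 10 fresh and 1129 CPM in 7 MeOH-fixed microglia, with values from 0 to 8505 and from 0 to 10168 CPM, and whether this is more than the spread between few cells was not tested. A weaker response of microglia once they are fixed stays open as a biological explanation, as does a difference between the pools of mice.

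Heat shock genes went the other way as a group by CPM, with 3517 CPM (exact Poisson interval 3361 to 3679) in fresh and 4801 CPM (4644 to 4963) in MeOH-fixed cells, a log2 ratio of 0.45, while the median over 1022 genes that meet the size rule for named genes was 0.25. By CPM 7 of these 8 genes were higher. As mean counts per cell, a scale that shifts every log2 ratio by -0.61, 5 of the 8 were lower and the log2 ratio of the group was -0.16, so that the direction depends on the scale. With equal weight for each identity it was 0.52. Microglia were the 1 identity of 8 with a lower level by CPM, and the fresh mature neurons had no count. No explanation was tested.

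The lower number of transcripts per filtered MeOH-fixed cell has several candidate explanations. A different mix of identities does not account for it, as 8 of 8 identities were lower. Lower capture or depth of the whole plate does not account for it, because the log2 ratio of transcripts per spike-in count was still -0.69. Whether more barcodes of low content pass on the MeOH-fixed plate cannot be told apart from a loss in each cell. The 64 richest MeOH-fixed cells had a median of 6784 transcripts, against 6332 in the 64 fresh cells, but they were picked by the number of transcripts itself, which raises their median under either explanation. Leakage stays open, and so does a loss of poor fresh cells before or during sorting, when only these were stained for dead cells.

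The lower number of genes at each count threshold cannot be told apart from the lower number of transcripts per cell. After thinning, 6 of 9 thresholds kept a lower median, with a log2 ratio of the means of -0.66 at 25 counts and 0.12 at 2 counts, so that what remained was on the side of the highest counts.

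The higher ratio of fresh to MeOH-fixed expression in longer genes was small over all cells. Within identities, among genes with at least 20 counts in each library there, rho was 0.205 in astrocytes and RGLs (366 genes), 0.216 in immature neurons (947 genes), 0.117 in nIPCs and neuroblasts (615 genes), 0.274 in OPCs (189 genes), 0.343 in microglia (73 genes), 0.157 in endothelial cells (63 genes), 0.695 in mature neurons (22 genes) and -0.146 in oligodendrocytes (134 genes). The trend does not come from a different mix of identities, as rho was 0.0468 with equal weight for each identity, nor from genes of few counts, as rho was 0.0903 among genes with at least 20 counts in each library. A loss of long transcripts by fixation stays open, and so does a difference between the plates in library preparation, which 1 library per condition cannot separate from it.

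Whether the integration itself accounts for the little variance of the PCs by condition cannot be told apart from other causes. Without integration condition explained 6.26% of the variance of a PC for the residuals, against 1.05% with it. Of the variance left within identities, however, it explained at most 14.4% with and 12.5% without integration, in different PCs. Identity explained up to 91.9% of a PC after integration, but the authors clustered the identities from PCs of these same data. That value is therefore no yardstick for condition.

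Fresh cells had more fresh cells as nearest neighbours than their identities would give. On log-normalized values 66.7% of the neighbours of a fresh cell were fresh, where the identities alone would give 39.5%, and 52.3% of those of a MeOH-fixed cell were MeOH-fixed, below the 71.2% that the identities would give. For fresh cells it was 49.5% against 39.2% on residuals, 57.7% against 40.0% on residuals of 1 model and 63.0% against 37.2% on raw counts. For MeOH-fixed cells it was 63.0% against 69.9%, 60.3% against 70.1% and 77.4% against 72.2% on these scales. After thinning to 800 UMIs the neighbours of a fresh cell were fresh in 45.0%, against 39.6%, and those of a MeOH-fixed cell MeOH-fixed in 71.0%, against 70.4%, which is consistent with a larger number of transcripts per fresh cell as the main source. The nIPCs and neuroblasts divided in a similar way on log-normalized values. A cluster with a median of 12217 transcripts held 12 fresh and 1 MeOH-fixed cells, and one with 3903 held 4 and 20. On residuals of 1 model, a cluster with a median of 11387 transcripts held 14 fresh and 3 MeOH-fixed cells, and one with 3275 held 2 and 18.

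The fresh cells annotated as mature neurons have profiles unlike those of the MeOH-fixed ones, in a look at single cells made after their values were seen. One had 9920 transcripts, of which 28.0% were of Kcnq1ot1, and the other had 4326, of which 58.2% were of the ribosomal precursor Rn45s. They had a count of 1 and 0 of the 8 markers of mature neurons, against a median of 4 in the 19 MeOH-fixed cells, and none of any heat shock gene. Values that weigh each identity equally, and the pseudo-bulk r of 0.409 in this identity, rest on these cells. No explanation was tested.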
